# The transcription factor GABPA is a master regulator of naive pluripotency

**DOI:** 10.1038/s41556-024-01554-0

**Published:** 2025-01-02

**Authors:** Chengjie Zhou, Meng Wang, Chunxia Zhang, Yi Zhang

**Keywords:** Pluripotency, Embryonic stem cells, Cell lineage

## Abstract

The establishment of naive pluripotency is a continuous process starting with the generation of inner cell mass (ICM) that then differentiates into epiblast (EPI). Recent studies have revealed key transcription factors (TFs) for ICM formation, but which TFs initiate EPI specification remains unknown. Here, using a targeted rapid protein degradation system, we show that GABPA is not only a regulator of major ZGA, but also a master EPI specifier required for naive pluripotency establishment by regulating 47% of EPI genes during E3.5 to E4.5 transition. Chromatin binding dynamics analysis suggests that GABPA controls EPI formation at least partly by binding to the ICM gene promoters occupied by the pluripotency regulators TFAP2C and SOX2 at E3.5 to establish naive pluripotency at E4.5. Our study not only uncovers GABPA as a master pluripotency regulator, but also supports the notion that mammalian pluripotency establishment requires a dynamic and stepwise multi-TF regulatory network.

## Abstract (web summary)

Zhang and colleagues identify the transcription factor GABPA as a regulator of zygotic genome activation, epiblast formation and naive pluripotency establishment.

## Main

The development of mouse embryos starts with maternal-to-zygotic transition, which is accompanied by maternal RNA degradation and zygotic genome activation (ZGA)^1,2^. After a few rounds of cleavage, the totipotent embryos go through the first cell lineage differentiation to generate inner cell mass (ICM) and trophectoderm (TE) at embryonic day 3.5 (E3.5) (refs. ^3,4^). Subsequently, the ICM cells go through the second cell lineage differentiation to generate epiblast (EPI) and primitive endoderm (PrE) at E4.5 (ref. ^5^).

Transcription factors (TFs) play important roles in cell lineage specification and pluripotency acquisition. At E3.5, the ICM cells express both pluripotency factors such as *Oct4*, *Sox2* and *Nanog* and PrE factors such as *Gata4* and *Gata6*^6^. After completion of the second cell fate specification at E4.5, the expression of lineage-specific TFs becomes restricted with *Gata4* and *Gata6* confined to the PrE, while *Nanog* and *Sox2* are restricted to the EPI, marking the establishment of naive pluripotency in EPI^6^. Given that embryonic stem (ES) cells cannot be fully established from E3.5 ICM^7^, and E3.5 ICM cells have different transcriptome and chromatin accessibility from that of the E4.5 EPI^8^, E3.5 ICM is considered to be at a ‘pre-pluripotency’ state^8^. Recent studies indicate that the TFs NR5A2 and TFAP2C mediate totipotency to pluripotency transition by activating pre-pluripotency genes^9^. However, neither of them is responsible for activating naive pluripotency genes^10^. Moreover, although NANOG and SOX2 are essential for maintaining the naive pluripotency state, they are not required for initiating the naive pluripotency in vivo^11,12^. Thus, the TFs that drive ICM to naive pluripotency transition remain elusive.

Identification of the TFs regulating pluripotency establishment in vivo is hindered by their potential roles in earlier developmental stages. Thus, conventional TF-knockout (KO) mouse models could not separate their potential roles in regulating totipotency or ICM formation from that in regulating EPI formation. The development of a targeted protein degradation system such as auxin-inducible degron (AID)^13^ and degradation tag (dTAG)^14,15^ enables the rapid degradation of target proteins at a specific time window, making the study of gene function at a specific developmental stage possible. In this study, by generating dTAG mice and combining with RNA sequencing (RNA-seq) and low-input CUT&RUN assay, we identified and demonstrated that the TF GA repeat binding protein alpha (GABPA), encoded by the minor ZGA gene *Gabpa*, plays an essential role in naive pluripotency establishment in vivo. Our results revealed that GABPA is not only important for major ZGA, but also critical for ICM to naive pluripotency transition by regulating a large set of pluripotency genes through binding to their promoters. Importantly, we found that, during ICM-to-EPI transition, the decreased binding of TFAP2C and SOX2 at the promoters of certain ICM genes was concomitant with the increased binding of GABPA at these gene promoters, indicating a switch in the key TFs that regulate pluripotency gene expression. These results support a dynamic and stepwise regulatory model for naive pluripotency establishment during pre-implantation development.

## Results

### Identification of GABPA as a potential pluripotency regulator

To identify candidate TFs potentially involved in ICM to naive EPI differentiation, we performed integrative analyses of public RNA-seq and assay for transposase-accessible chromatin with sequencing (ATAC–seq) datasets from mouse pre-implantation embryos^16–19^. Compared with OCT4, NANOG and SOX2 binding motif, GABPA binding motif is highly enriched in the open promoters of E4.5 ICM (EPI + PrE), suggesting GABPA may have a role in regulating E4.5 ICM formation (Fig. 1a). Consistent with a previous study^16^, GABPA binding motif is not enriched in distal open chromatin (Fig. 1a). In addition, single-cell gene expression correlation analysis between various TFs and the ICM genes or TE genes (Supplementary Table 1) revealed that *Gabpa* expression positively correlates with expression of ICM genes in blastocysts, particularly at late blastocyst stage similar to that of *Oct4* and *Nanog* (Fig. 1b), indicating potential involvement of *Gabpa* in pluripotency regulation. Furthermore, *Gabpa* transcription starts from the zygote to the early two-cell stage, reaches its highest level at late two-cell and four-cell stages, and then becomes differentially expressed in ICM and TE at the blastocyst stage (Fig. 1c). Immunostaining indicated that GABPA can be detected from zygote to blastocyst (Fig. 1d). These data are consistent with a potential role of GABPA in regulating pluripotency.

**Fig. 1:**
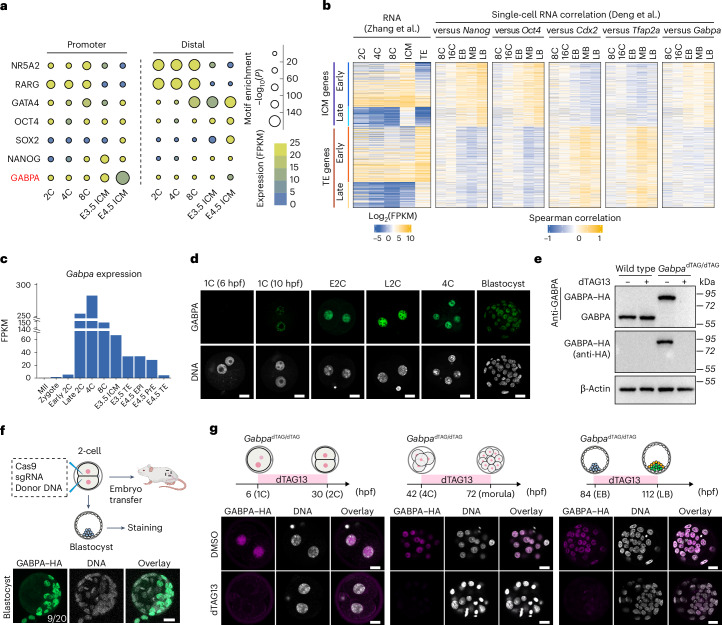
Identification of *Gabpa* as a potential pluripotency regulator and generation the *Gabpa*^dTAG/dTAG^ mice. **a**, Enrichment of TF motifs at promoter (left) and distal (right) ATAC–seq peaks (two biological replicates of each developmental stage were merged in this analysis) during mouse pre-implantation development. **b**, Expression correlation of ICM genes and TE genes with the expression of *Gabpa* and other known ICM markers (*Nanog* and *Oct4*) and TE markers (*Cdx2* and *Tfap2a*) at the 8-cell (8C), 16-cell (16C), early blastocyst (EB), middle blastocyst (MB) and late blastocyst (LB) stages at the single-cell level. Early ICM/TE genes are genes with eight-cell expression (FPKM ≥1); late ICM/TE genes are genes starting expression at E3.5 with no eight-cell expression (FPKM <1). Two biological replicates were merged. **c**, *Gabpa* expression levels during mouse pre-implantation development. **d**, Immunostaining of GABPA (green) during mouse pre-implantation development. DNA, Hoechst 33342. Scale bar, 20 μm. **e**, A western blot confirming GABPA degradation with dTAG13 in ES cells. The blots were incubated with anti-GABPA and anti-HA, respectively. β-Actin was used as a loading control. **f**, The strategy used for *Gabpa*^dTAG/dTAG^ mouse generation. HA staining indicates the dTAG knock-in cells in blastocyst. DNA, Hoechst 33342. Scale bar, 20 μm. **g**, Immunostaining confirming GABPA degradation with dTAG13 treatment at different pre-implantation developmental stages. Anti-HA antibody was used for endogenous GABPA–HA fusion protein staining. DNA, Hoechst 33342. Scale bar, 20 μm. Experiments in **d**–**g** were repeated three independent times based on independent biological samples. 1C, one-cell; E2C, early two-cell; L2C, late two-cell. Source data

GABPA is a member of the erythroblast transformation specific (ETS) TF family, which forms a tetrameric complex with GABPB to regulate the transcriptional activation^20^. Previous studies have shown that *Gabpa* KO resulted in embryonic lethality before the blastocyst stage^21^, but its role in cell fate specification is unknown. To assess its role in ICM and EPI specification, we utilized the dTAG system^14^. Given the potential instability of the dTAG fusion protein^22^, we first tested the GABPA dTAG system in mouse ES cells, which showed that GABPA–FKBP (FK506 binding proteins)–HA (hemagglutinin) and the endogenous GABPA proteins are at similar levels (Fig. 1e and Extended Data Fig. 1a), indicating that the FKBP–HA fusion does not affect GABPA stability. Importantly, dTAG13 treatment resulted in complete GABPA–FKBP–HA degradation within 30 min (Fig. 1e). We thus proceeded to generate the mouse harbouring the *Gabpa*^dTAG^ allele using the CRISPR technology (Fig. 1f and Extended Data Fig. 1a,b)^23^. Importantly, addition of dTAG13 to the cultured embryos can efficiently degrade GABPA at zygote, two-cell, four-cell, morula and blastocyst stages in both short- and long-time-window treatments (Fig. 1g and Extended Data Fig. 1c,d). Moreover, dTAG13 treatment did not affect the development of wide-type embryos (Extended Data Fig. 1e). Collectively, these results demonstrate the successful generation of a GABPA-dTAG mouse model.

### GABPA activates a group of major ZGA genes by binding to their promoters

To understand when and how GABPA degradation affects embryonic development, we performed dTAG13 treatment at different time windows. Given that *Gabpa* starts to express after fertilization (Fig. 1c), we confirmed that GABPA is a minor ZGA gene with a detectable protein level at 10 h post fertilization (hpf) (Fig. 1d). We therefore performed GABPA degradation starting at 6 hpf with continuous dTAG13 presence (Fig. 2a, #1), which caused most embryos to arrest at the four-cell or eight-cell stage (Fig. 2b, #1, arrows), suggesting GABPA plays important roles before the four-cell stage. Since GABPA is highly expressed at late two-cell stage (Fig. 1c,d), we asked whether GABPA regulates major ZGA. To this end, we treated the embryos with dTAG13 from 6 to 42 hpf and then washed out dTAG13 (Fig. 2a,b, #2). This treatment affected embryo development similarly to when dTAG13 is continuously present from 6 to 112 hpf. Moreover, GABPA degradation after major ZGA (42–112 hpf) resulted in a much weaker phenotype (Fig. 2a,b, #3), suggesting that GABPA plays an important role in ZGA.

**Fig. 2:**
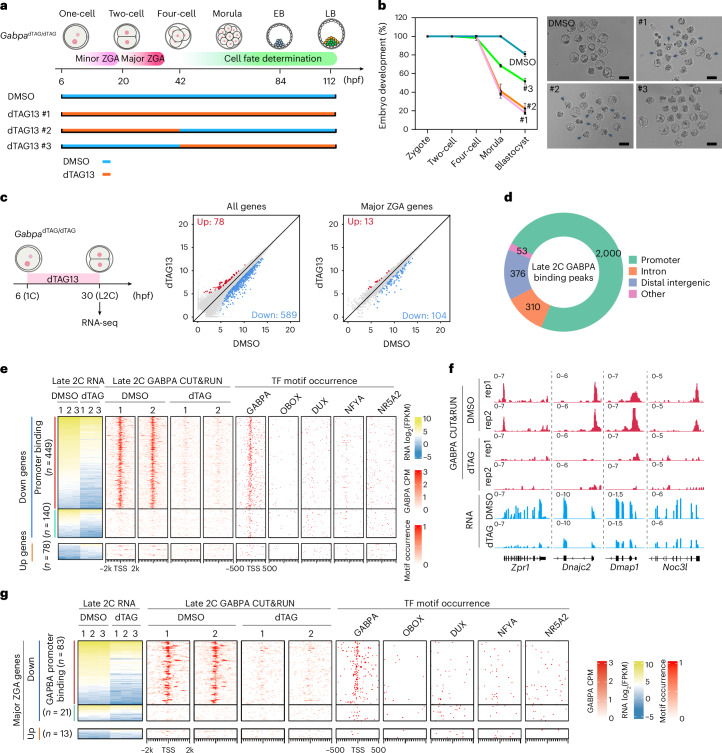
GABPA activates a group of major ZGA genes by binding to their promoters. **a**, A diagram showing dTAG13-triggered GABPA degradation at different time windows of mouse pre-implantation development. dTAG13 #1: dTAG13 treatment from zygote (6 hpf) to late blastocyst (112 hpf) stage; dTAG13 #2: dTAG13 treatment from zygote to four-cell (42 hpf) stage (covers ZGA stage). dTAG13 #3: dTAG13 treatment from four-cell to late blastocyst stage (after ZGA). **b**, The embryo development rate (left) and representative images of blastocyst stage embryos (right) after GABPA degradation (DMSO, *n* = 43; #1, *n* = 50; #2, *n* = 57; #3, *n* = 54; *n* represents the total embryos from three independent experiments). The data are presented as mean values ± standard deviation. The black arrows indicate the four-cell or eight-cell arrested embryos. Scale bar, 100 μm. **c**, An RNA-seq comparison of late two-cell embryos treated with dTAG13 or DMSO from zygote (6 hpf) to late two-cell stage (30 hpf). The *x* and *y* axis of the dot plots are log_2_-normalized counts from RNA-seq. **d**, The genomic distribution of GABPA binding peaks generated by GABPA CUT&RUN at late two-cell stage. **e**, Heatmaps showing the DEGs at late two-cell stage upon GABPA degradation, and the GABPA binding, TF motif occurrence around the TSS of corresponding genes. The downregulated genes were separated into two groups based on whether they have direct GABPA binding. **f**, Genome browser examples of GABPA target genes at late two-cell stage. **g**, Heatmaps showing the differentially expressed major ZGA genes and GABPA binding profile in late two-cell embryos after GABPA degradation. TF motif occurrences around the TSS of corresponding ZGA genes are shown. The downregulated genes were separated into two groups based on whether they have direct GABPA binding. Three biological replicates were used for RNA-seq analysis in **c**, **e** and **g**. The RNA-seq examples in **f** are shown as the pooled results of three biological replicates in each condition. Two biological replicates were used for CUT&RUN analysis in **d**–**g**. 1C, one-cell; L2C, late two-cell; EB, early blastocyst; LB, late blastocyst. Source data

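Embryos with the degron tag on both *Gabpa* alleles were treated with 1 μM dTAG13 or with the DMSO vehicle from 6 hpf until collection at 30 hpf, the late two-cell stage, and RNA from 3 samples of each group was sequenced. dTAG13 is a small molecule that binds the tag fused to GABPA and recruits a ubiquitin ligase, so that the protein is degraded while its messenger RNA is still made. Complementary DNA was amplified with the SMART-Seq v4 kit and fragmented with the Nextera XT kit, which do not keep the strand of a transcript, so reads of overlapping antisense genes are not told apart. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR and quantified each gene with RSEM, which divides reads that fit several genes between them. They deposited expected counts, TPM and FPKM for 55385 genes. Expected counts summed to 21559552, 20449939 and 22710367 in the 3 DMSO libraries and to 23718876, 23233653 and 21852115 in the 3 dTAG13 libraries. Supplementary Table 8 of the paper gives between 33770272 and 41876284 sequenced read pairs for these libraries, and the values reported here use the expected counts. Expected counts were rounded to whole numbers and scaled by the TMM method. The 17421 genes with at least 10 counts in at least 3 libraries were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05, a fold change of at least 2 and a mean FPKM of at least 1 in 1 of the groups. The paper gives the same cut-offs but not the libraries over which the mean FPKM is taken. *Gabpa* itself (ENSMUSG00000008976.16) lies on the plus strand of chromosome 16 from 84834925 to 84863779. Its FPKM was 111, 125 and 90.9 in the DMSO libraries and 170, 153 and 163 in the dTAG13 libraries, a log2 fold change of 0.52 (standard error 0.11, adjusted p = 0.0124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without dTAG13 replicate 1 or without dTAG13 replicate 3, the log2 fold change was 0.50 in both fits and the adjusted p-value rose above 0.05. dTAG13 acts on the protein, so the loss of GABPA cannot be read from these values, and 6.98% of the exonic bases of *Gabpa* overlap the antisense gene *Atp5j*. The comparison gave 633 downregulated and 83 upregulated genes, which held 546 of the 589 downregulated and 58 of the 78 upregulated genes in the paper's Supplementary Table 2. With the mean FPKM taken over all libraries, the numbers were 608 and 74. Under the alternatives, downregulated genes numbered from 486 with a test against a fold change of 1.5 to 1253 without the fold change threshold, and upregulated genes from 21 to 220 under the same settings.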

To study GABPA’s role in regulating major ZGA, we treated the *Gabpa*^dTAG/dTAG^ embryos with dTAG13 from mid-zygote (6 hpf) to late two-cell stage (30 hpf) and collected embryos at 30 hpf for RNA-seq (Fig. 2c and Extended Data Fig. 2a), which revealed 589 downregulated and 78 upregulated genes (Fig. 2c). 

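Genes of ribosome biogenesis were followed at the late two-cell stage with a list of 117 genes compiled by hand before the values were examined, since GO annotations were not used here. All 116 of them that the files name could be tested. Their log2 fold change with dTAG13 was negative for 105 genes and positive for 11, with a median of -0.28 and quartiles of -0.72 and -0.12. The medians of 10000 random lists of as many genes, matched on mean FPKM in 20 bins, lay between -0.11 and 0.03 in 95% of draws, and a two-sided share of 2.00e-04, the smallest that these draws can give, was as far from their centre. The rotation test fry of limma over the list gave an adjusted p = 3.40e-04, by Benjamini-Hochberg adjustment over the 24 lists tested at this stage. An adjusted p-value under 0.05 was reached by 46 genes of the list over all genes tested and by 59 genes adjusted over the list alone, and all 46 were lower. The fold change threshold was passed by 17 of them. With library totals as the only scaling, the alternative that moved the median most, it was -0.20. The paper names *Noc3l*, *Zpr1*, *Dnajc2* and *Dmap1* at this stage. *Noc3l* (ENSMUSG00000024999.7, chromosome 19 from 38788128 to 38819237) had a mean FPKM of 36.2 ± 2.38 (SD, n = 3) with DMSO and 17.6 ± 1.34 (SD, n = 3) with dTAG13, a log2 fold change of -1.12 (standard error 0.10, adjusted p = 5.73e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Zpr1* (ENSMUSG00000032078.17, chromosome 9 from 46273064 to 46282643) fell from 58.1 ± 2.35 to 13.6 ± 2.30 FPKM, a log2 fold change of -2.17 (standard error 0.12, adjusted p = 6.63e-06 from the same test). *Dmap1* (ENSMUSG00000009640.11, chromosome 4 from 117674681 to 117682273) fell from 19.6 ± 2.71 to 6.73 ± 0.938 FPKM, a log2 fold change of -1.61 (standard error 0.19, adjusted p = 3.13e-04 from the same test). *Dnajc2* (ENSMUSG00000029014.14, chromosome 5 from 21757267 to 21785251) fell from 91.6 ± 9.30 to 41.6 ± 3.13 FPKM, a log2 fold change of -1.08 (standard error 0.12, adjusted p = 2.78e-04 from the same test), and 9.84% of its sequence is shared with the pseudogene *Gm18913*. In each of these 4 genes, all dTAG13 libraries were below all DMSO libraries.

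**Figure D1:**
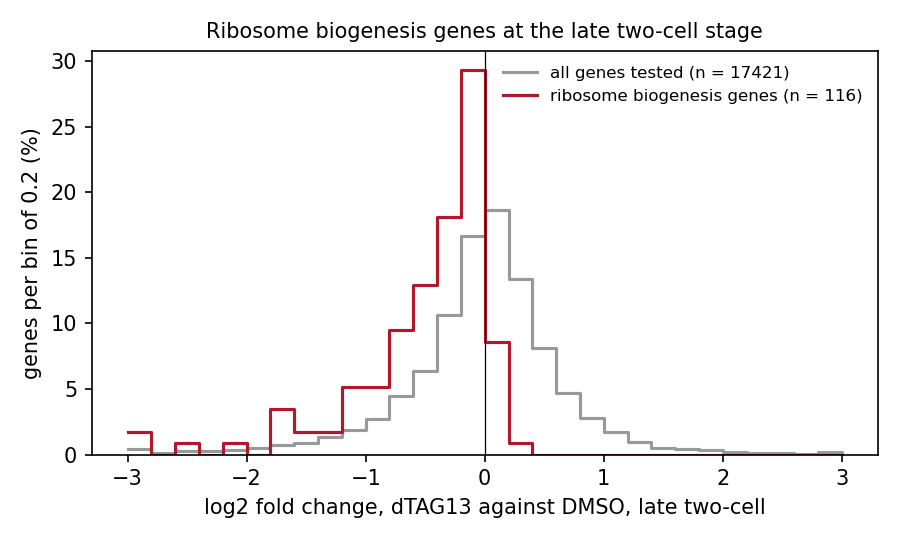
Distribution of the log2 fold change between dTAG13 and DMSO (horizontal axis) for the 116 ribosome biogenesis genes (red) and for all 17421 genes tested (grey) at the late two-cell stage, as the percentage of genes in bins of 0.2 (vertical axis). Genes beyond 3 in either direction are counted in the outermost bins. The red line lies mostly to the left of 0, where 105 of the 116 genes are.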

Gene Ontology (GO) analysis revealed that the downregulated genes are involved in processes such as ribosome biogenesis, ribosomal RNA processing and so on (Extended Data Fig. 2b,c), explaining the embryo arrest phenotype. In contrast, the upregulated genes did not show GO term enrichment. 

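The 83 upregulated genes at the late two-cell stage rested on single libraries more than the downregulated ones. When each library was left out in turn, their number lay between 44 (without dTAG13 replicate 1) and 101 (without DMSO replicate 2), while 533 to 590 genes were downregulated. The largest increase among genes with a mean FPKM of at least 10 was that of *Saa3* (ENSMUSG00000040026.8, chromosome 7 from 46711998 to 46715700). Its FPKM was 2.08, 3.25 and 2.85 with DMSO and 461, 9.14 and 7.56 with dTAG13, so that dTAG13 replicate 1 alone set its log2 fold change of 5.93 (standard error 1.54, adjusted p = 0.0383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without that library it was 1.52, and the adjusted p-value rose above 0.05 there and when any one of the DMSO libraries was left out. *Cyba* (ENSMUSG00000006519.11, chromosome 8 from 122424776 to 122432930) showed the same dependence on that library, with an FPKM of 32.4 there against 3.77 and 4.88 in the other dTAG13 libraries and a log2 fold change of 1.15 without it. *Gm5129* (ENSMUSG00000053121.4, chromosome 5 from 29735637 to 29735936) rose from 2.94 ± 0.440 (SD, n = 3) to 17.1 ± 5.73 (SD, n = 3) FPKM, but 83.0% of its exonic bases overlap the antisense gene *Dnajb6*, whose reads these libraries do not separate. Among downregulated genes, *Mrpl33* (ENSMUSG00000106918.3, chromosome 5 from 31596935 to 31664384) fell from 91.2 ± 7.73 to 2.32 ± 0.245 FPKM and *Surf2* (ENSMUSG00000014873.15, chromosome 2 from 26916367 to 26920183) from 97.5 ± 5.86 to 2.33 ± 1.21 FPKM, with log2 fold changes of -5.21 and -5.06. *Tufm* (ENSMUSG00000073838.10, chromosome 7 from 126487361 to 126490731) fell from 15.4 ± 1.89 to 0.477 ± 0.502 FPKM, with a log2 fold change of -5.28 that lay between -7.10 (without dTAG13 replicate 3) and -4.68 (without dTAG13 replicate 1) when a library was left out, and it shares 58.2% of its sequence with the pseudogene *Gm9755*.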

Further analysis of the downregulated genes identified 104 major ZGA genes, indicating that GABPA has a role in activating these major ZGA genes (Fig. 2c and Supplementary Tables 1 and 2).

To determine whether GABPA directly binds to and regulates the downregulated genes, we performed low-input CUT&RUN on GABPA^24,25^. We first tested GABPA CUT&RUN in mouse ES cells and found the use of 500 ES cells generated similar results as when using 20,000 cells (Extended Data Fig. 3a,b). We then performed GABPA CUT&RUN using late two-cell embryos (Extended Data Fig. 3b). Analysis of the CUT&RUN data indicated that most GABPA binding peaks are located in the nucleosome-depleted regions of promoters (Fig. 2d and Extended Data Fig. 3c). Interestingly, the GABPA binding regions were enriched for the GABPA motif but not the motifs of other murine ZGA regulators such as OBOX, DUX or NR5A2^26–28^, suggesting direct GABPA binding at these regions (Extended Data Fig. 3c). A clear GABPA binding signal around the transcription start sites (TSSs) of downregulated genes (449 out of 589), but not upregulated genes, was observed (Fig. 2e,f). Importantly, most (83 out of 104) downregulated major ZGA genes also showed direct GABPA promoter binding (Fig. 2f,g). The fact that GABPA degradation caused loss of promoter binding, resulting in the downregulation of most GABPA direct targets (Extended Data Fig. 3d,e), including some major ZGA genes (Fig. 2c,g), supports that *Gabpa* plays an important role in activating these major ZGA genes by direct promoter binding.

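The paper's Supplementary Table 2 marks 449 of the 589 downregulated genes as having GABPA at the promoter and 140 as not having it. In the RNA-seq libraries of the late two-cell stage, the bound genes had a median log2 fold change of -1.55 (quartiles -2.03 and -1.27) and the genes without binding one of -1.63 (quartiles -2.27 and -1.23). The median mean FPKM of the bound genes was 28.9 with DMSO and 8.70 with dTAG13, and that of the genes without binding was 11.9 and 3.38. Both groups were chosen by the study from the same libraries for being downregulated, so their negative medians carry no independent evidence, and the difference between the groups was not tested. Of the bound genes 421 and of the others 125 passed all thresholds in the fit used here. As the log2 ratio of mean FPKM with a pseudocount of 1, the medians were -1.31 for bound genes and -1.21 for genes without binding. From the loss of promoter binding after GABPA degradation and the downregulation of genes bound by GABPA, some of them major ZGA genes, the paper finds support for an important part of GABPA in activating these major ZGA genes by binding their promoters.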

### GABPA controls EPI specification by activating pluripotency genes

Next, we asked whether GABPA has a role in the first cell lineage specification. To avoid ZGA defect, we treated *Gabpa*^dTAG/dTAG^ embryos with dTAG13 starting from the four-cell stage and collected early (84 hpf) and late (112 hpf) blastocysts for immunostaining (Fig. 3a). Neither ICM nor TE cell numbers in early blastocysts were affected by the treatment (Fig. 3b,c), suggesting GABPA is not required for the first cell lineage specification. However, for late blastocyst stage, the EPI, but not the PrE, cells were dramatically decreased by the treatment (Fig. 3d,e). 

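To bypass ZGA, embryos were treated with 1 μM dTAG13 or DMSO from the four-cell stage, 42 hpf, and RNA of 2 morula samples per group was sequenced. Library preparation and quantification were those of the late two-cell samples. Expected counts summed to 9457942 and 11032794 with DMSO and to 12382688 and 11391417 with dTAG13, against 20015766 to 22208810 sequenced read pairs in the paper's Supplementary Table 8. The 13667 genes with at least 10 counts in at least 2 libraries were tested. *Gabpa* had a mean FPKM of 9.50 ± 0.997 (SD, n = 2) with DMSO and 16.2 ± 0.481 (SD, n = 2) with dTAG13, and its adjusted p-value did not reach the threshold (0.153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In morulae, 27 genes were downregulated and 21 upregulated, and 1855 genes had an unadjusted p-value under 0.05. Without a filter on low counts, the numbers were 139 and 106, and with all 18 RNA-seq libraries in 1 fit 96 and 120. Downregulated genes made up 56.2% of these calls, and 69.1% with library totals as the only scaling, which gave 76 downregulated and 34 upregulated genes. Among the genes with a mean FPKM of at least 10 that changed most, 3 were pseudogenes that fell to the limit of 3 counts in both dTAG13 libraries. *Rps12l1* (ENSMUSG00000078087.5, chromosome 7 from 56014016 to 56014414) was at least 22.0-fold lower, but all of its sequence is shared with *Rps12*. *Gm13841* (chromosome 5 from 115801677 to 115802159) and *Gm8210* (chromosome 1 from 43189156 to 43189638) are identical copies, each at least 50.8-fold lower, and their values cannot be assigned to either. *Obox8* (ENSMUSG00000099216.1, chromosome 7 from 14331436 to 14333557) rose from 1.14 ± 0.156 (SD, n = 2) to 22.1 ± 1.96 FPKM, a log2 fold change of 4.32 (standard error 0.35, adjusted p = 6.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gm12613* (ENSMUSG00000095291.1, chromosome 11 from 60610136 to 60610517) was at least 32.8-fold higher and shares 93.2% of its sequence with *Gm12621*. Its FPKM was 23.3 and 55.6 in the dTAG13 libraries. *Ulk4* (ENSMUSG00000040936.15, chromosome 9 from 120955351 to 121277197) had a log2 fold change of 3.30, which fell to 2.17 without dTAG13 replicate 2, where its FPKM was 25.6 against 7.53 in the other dTAG13 library.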

RNA-seq analysis of morula embryos revealed a limited transcriptome change upon the treatment (Extended Data Fig. 4a–c and Supplementary Table 3), consistent with minor role of GABPA from four-cell to morula embryos. To avoid a potential contribution from defects between the four-cell stage and early blastocyst stage, we started the treatment in early blastocyst stage when the first cell lineage specification has already finished and then analysed the effect on EPI and PrE at late blastocyst stage (Fig. 3f). A similar effect of this treatment to that of the treatment started at four-cell embryos was observed (Fig. 3g,h), indicating that GABPA has a direct role in EPI specification.

**Fig. 3:**
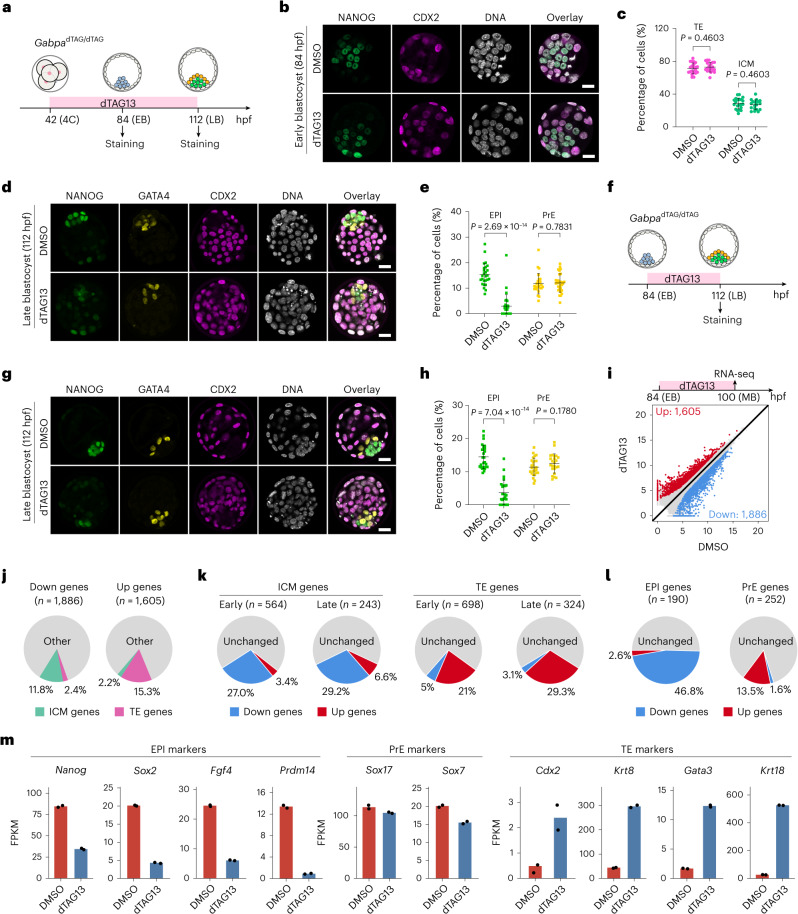
GABPA controls EPI specification by activating pluripotency genes. **a**, A diagram showing the dTAG13 treatment after major ZGA and sample collection at early (84 hpf) and late (112 hpf) blastocyst stages. **b**, Immunostaining of NANOG (green) and CDX2 (red) at early blastocyst stage with or without dTAG13 treatment. Scale bar, 20 μm. **c**, The percentage of ICM and TE cells quantified on the basis of **b** (DMSO, *n* = 21; dTAG13, *n* = 19; *n* represents total embryos of three independent experiments). ICM: NANOG^+^/CDX2^−^. TE: CDX2^+^. *P* values were calculated with Student’s *t*-test (two-sided). The data are presented as mean values ± standard deviation (s.d.). **d**, Immunostaining of NANOG (green), GATA4 (yellow) and CDX2 (red) at middle blastocyst stage with or without dTAG13 treatment. Scale bar, 20 μm. **e**, The percentage of EPI and PrE cells quantified on the basis of **d** (DMSO, *n* = 26; dTAG13, *n* = 30; *n* represent total embryos of four independent experiments). EPI: NANOG^+^/GATA4^−^/CDX2^−^. PrE: GATA4^+^/NANOG^−^/CDX2^−^. *P* values were calculated with Student’s *t*-test (two-sided). The data are presented as mean values ± s.d. **f**, A diagram showing dTAG13 treatment from early to late blastocyst stage. **g**, The same as **d** except the dTAG13 treatment time is as indicated in **f**. Scale bar, 20 μm. **h**, The percentage of EPI and PrE cells quantified on the basis of **g** (DMSO, *n* = 26; dTAG13, *n* = 24; *n* represent total embryos of three independent experiments). EPI: NANOG^+^/GATA4^−^/CDX2^−^. PrE: GATA4^+^/ NANOG^−^/CDX2^−^. *P* values were calculated with Student’s *t*-test (two-sided). The data are presented as mean values ± s.d. **i**, DEGs from RNA-seq of E4.5 (late blastocyst) ICM with or without dTAG13 treatment. **j**, The percentage of differentially expressed ICM and TE genes. **k**, The percentage of affected early/late ICM and TE genes after dTAG13 treatment. **l**, The percentage of up- and downregulated EPI and PrE genes after dTAG13 treatment. **m**, Expression levels of EPI, PrE and TE marker genes with or without dTAG13 treatment. 4C, four-cell; EB, early blastocyst; MB, middle blastocyst; LB, late blastocyst.

To understand how GABPA regulates EPI specification, we performed RNA-seq. To capture the earlier molecular changes that lead to EPI defects, and to avoid potential confounding due to EPI and PrE cell ratio change, we collected ICM cells at the mid-blastocyst stage (100 hpf) when the EPI cell number had not yet shown a difference between dimethyl sulfoxide (DMSO) and dTAG13 treatment (Extended Data Fig. 4d–f). 

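The E4.5 ICM samples were treated with 1 μM dTAG13 or DMSO from 84 hpf to 100 hpf, when the inner cell mass, which holds the EPI and PrE precursors, was isolated, and 2 libraries per group were sequenced. The sample labels name the stage E4.5, while the paper gives mid-blastocyst at 100 hpf. Expected counts summed to 20818284 and 19246212 with DMSO and to 18266032 and 18813526 with dTAG13, from 25385674 to 27623178 read pairs by the paper's account. Replicates were compared before they were used. Over genes with a mean of at least 50 counts, the variance between the replicates was 1.62 times the sampling variance for DMSO and 1.69 times for dTAG13, above the limit of 1.2 set for counting libraries as 1 sample. Their biological coefficient of variation was 0.0237, compared with 0.284 at the late two-cell stage and 0.213 in morulae. Small fold changes therefore reach low adjusted p-values in these libraries. The limit of 1.2 cannot tell libraries drawn from 1 pool of cells from independent replicates. If they came from 1 pool, the adjusted p-values of this stage could be too small. The test covered 15840 genes. *Gabpa* mRNA was higher after dTAG13, with an FPKM of 11.0 and 12.0 with DMSO and of 30.4 and 29.9 with dTAG13. By counts, its log2 fold change was 0.95 (standard error 0.05, adjusted p = 1.11e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the log2 ratio of its mean TPM, with a pseudocount of 0.1, was 1.36.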

Transcriptome analyses revealed 1,605 up- and 1,886 downregulated genes in response to GABPA degradation (Fig. 3i, Extended Data Fig. 4g,h and Supplementary Table 4). 

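In the deposited counts of the E4.5 ICM, 2091 genes were downregulated and 1909 upregulated with dTAG13, and 1829 and 1528 when the mean FPKM was taken over all libraries. The former calls held 1778 of the 1886 downregulated and 1471 of the 1605 upregulated genes of the paper's Supplementary Table 4. Without the fold change threshold, which moved the counts most, 5354 genes were lower and 5099 higher. Upper-quartile scaling, which raised the median log2 fold change of all genes by 0.10, gave 1836 downregulated and 2170 upregulated genes. By fitted log2 fold change, the genes with a mean FPKM of at least 10 that fell furthest were *Slc50a1* (ENSMUSG00000027953.13, chromosome 3 from 89268246 to 89270570), *Rnf25* (ENSMUSG00000026171.12, chromosome 1 from 74593748 to 74601397) and *Faap20* (ENSMUSG00000073684.13, chromosome 4 from 155249802 to 155256687). Both dTAG13 libraries were at or under 3 counts for each of them, so *Slc50a1* was at least 92.8-fold, *Rnf25* at least 77.6-fold and *Faap20* at least 198-fold lower. Of the genes that rose most, *Slc15a2* (ENSMUSG00000022899.9, chromosome 16 from 36750177 to 36784962) went from 0.675 ± 0.120 (SD, n = 2) to 38.0 ± 0.0990 FPKM, a log2 fold change of 5.25 (standard error 0.14, adjusted p = 1.36e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The long non-coding RNA *Gm10451* (ENSMUSG00000073000.3, chromosome 12 from 76444497 to 76451336) went from 0.190 ± 0.0566 to 10.1 ± 1.64 FPKM. *Gm2056* (ENSMUSG00000095717.1, chromosome 12 from 88027004 to 88027438) was at least 19.7-fold higher, but 92.3% of its sequence occurs in other genes.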

Some pluripotency factors have already expressed at E3.5 ICM when GABPA degradation starts (Extended Data Fig. 4d); although EPI could form at middle blastocyst, these EPI cells are defective in their transcriptome due to GABPA degradation (Fig. 3i). Importantly, 223 of the 1,886 (11.8%) downregulated genes belong to the ICM genes, while 246 of the 1,605 (15.3%) upregulated genes belong to the TE genes (Fig. 3j). 

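Of the genes downregulated in the E4.5 ICM by the counts used here, 223 (10.7%) were ICM genes of the paper's list, and of the upregulated genes 267 (14.0%) were TE genes. Random lists matched on mean FPKM held 94 to 130 downregulated genes in place of the 807 ICM genes and 98 to 135 upregulated genes in place of the 1022 TE genes, in 95% of draws. Against these directions, 36 ICM genes were upregulated and 48 TE genes downregulated, and without the fold change threshold 189 ICM genes were higher and 166 TE genes lower. The median log2 fold change was -0.44 for the 801 ICM genes tested and 0.60 for the 944 TE genes tested, and 713 of the latter were higher. Without the FPKM threshold, ICM genes made up 8.46% of the downregulated and TE genes 11.0% of the upregulated genes. Among the TE genes that the paper names, *Krt18* (ENSMUSG00000023043.7, chromosome 15 from 102028180 to 102032027) rose from 25.8 ± 1.34 (SD, n = 2) to 525 ± 1.47 FPKM, a log2 fold change of 4.29 (standard error 0.04, adjusted p = 1.98e-43 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Krt8* (ENSMUSG00000049382.10, chromosome 15 from 101996698 to 102004482) rose from 44.4 ± 2.00 to 297 ± 5.60 FPKM, and 36.0% of its sequence is shared with other genes, mostly the pseudogene *Krt8-ps*. *Gata3* (ENSMUSG00000015619.10, chromosome 2 from 9857078 to 9890034) rose from 1.68 ± 0.0495 to 12.3 ± 0.233 FPKM. *Cdx2* (ENSMUSG00000029646.3, chromosome 5 from 147300805 to 147307270) stayed low, at 0.485 ± 0.233 FPKM with DMSO and 2.39 ± 0.594 FPKM with dTAG13, with 14 to 111 counts per library and a log2 fold change of 2.25 (standard error 0.28, adjusted p = 6.35e-09 from the same test).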

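The ICM and TE lists were divided in the paper by whether a gene is already expressed at the eight-cell stage. In the E4.5 ICM, 150 of 564 early ICM genes (26.6%, 95% Wilson interval 23.1% to 30.4%) and 73 of 243 late ICM genes (30.0%, interval 24.6% to 36.1%) were downregulated. Of the TE genes, 161 of 698 early genes (23.1%, interval 20.1% to 26.3%) and 106 of 324 late genes (32.7%, interval 27.8% to 38.0%) were upregulated. The intervals of early and late ICM genes overlap and those of early and late TE genes do not, and neither difference was tested further. Intervals cover only the sampling of genes, which are not independent replicates. Matched random lists gave mean shares of 13.4% and 15.0% for early and late ICM genes and of 10.4% and 13.5% for early and late TE genes. The choice of denominator matters most for late TE genes, of which 217 could pass the count and FPKM filters, and 48.9% of these were upregulated. Without the fold change threshold, the share rose to 62.1% for early and 53.1% for late ICM genes and to 61.5% for early and 50.3% for late TE genes, so that the order of early and late genes reversed in both lists. Among the genes that could pass the filters, these shares were 63.5% and 57.9% for ICM and 66.8% and 75.1% for TE genes, so the order of early and late TE genes depends on the threshold and the denominator.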

Further analysis revealed that 27% of the early ICM genes and 29.2% of the late ICM genes were downregulated, while 21% of the early TE genes and 29.3% of the late TE genes were upregulated by GABPA degradation, indicating that GABPA plays an essential role in pluripotency establishment (Fig. 3k and Extended Data Fig. 4i).

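The paper's list of EPI genes, chosen from single cells of E4.5 embryos, holds 190 genes. In the E4.5 ICM libraries, 88 of them (46.3%, 95% Wilson interval 39.4% to 53.4%) were downregulated and 5 upregulated, where matched random lists held 16 to 33 downregulated genes. The median log2 fold change of the 186 EPI genes tested was -0.98, with 161 lower, and the rotation test fry of limma gave an adjusted p = 2.57e-04. All 24 lists tested with fry at this stage were under 0.05, so this p-value does not set EPI genes apart from other lists. Without dTAG13 replicate 1 the median was -1.05. *Nanog* (ENSMUSG00000012396.12, chromosome 6 from 122707489 to 122714633) fell from 84.7 ± 1.87 (SD, n = 2) to 34.5 ± 1.02 FPKM, a log2 fold change of -1.38 (standard error 0.04, adjusted p = 5.81e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sox2* (ENSMUSG00000074637.7, chromosome 3 from 34650405 to 34652461) fell from 20.1 ± 0.262 to 4.30 ± 0.170 FPKM, a log2 fold change of -2.29 (standard error 0.09, adjusted p = 1.03e-22 from the same test). *Fgf4* (ENSMUSG00000050917.5, chromosome 7 from 144847367 to 144865243) fell from 24.5 ± 0.262 to 6.02 ± 0.127 FPKM, a log2 fold change of -2.09 (standard error 0.07, adjusted p = 3.42e-26 from the same test). The largest fall of these was in *Prdm14* (ENSMUSG00000042414.7, chromosome 1 from 13113457 to 13127163), from 13.4 ± 0.346 to 0.880 ± 0.113 FPKM, a log2 fold change of -3.99 (standard error 0.13, adjusted p = 2.14e-25 from the same test). With each library left out in turn, the 4 log2 fold changes moved by less than 0.2, and none changed direction.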

We further found 46.8% of EPI genes were downregulated (Fig. 3l,m, Extended Data Fig. 4j and Supplementary Table 1). In contrast, a much smaller percentage of PrE genes (1.6%) were downregulated, and importantly, most PrE marker genes, such as *Sox17* and *Sox7*, did not show significant change (Fig. 3l,m and Extended Data Fig. 4k), consistent with the observation that EPI, but not PrE, was affected upon GABPA degradation (Fig. 3d–h). Collectively, our data support that GABPA determines EPI but not PrE specification by regulating EPI genes.

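Of the 252 PrE genes of the paper's list, 4 (1.59%, 95% Wilson interval 0.619% to 4.01%) were downregulated in the E4.5 ICM and 39 (15.5%, interval 11.5% to 20.5%) were upregulated. Matched random lists held 21 to 41 downregulated and 11 to 26 upregulated genes. Without regard to the fold change threshold, 36 PrE genes were lower and 193 higher at an adjusted p-value under 0.05, and the median log2 fold change was 0.48. *Sox17* (ENSMUSG00000025902.13, chromosome 1 from 4490931 to 4497354) had 114 ± 3.85 (SD, n = 2) FPKM with DMSO and 105 ± 0.919 FPKM with dTAG13, a log2 fold change of -0.11 (standard error 0.03, adjusted p = 0.00279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library totals as the only scaling it was -0.05 and the adjusted p-value was 0.183. Some of the exonic bases of *Sox17*, 16.9%, overlap the antisense gene *Gm37587*. *Sox7* (ENSMUSG00000063060.6, chromosome 14 from 63943673 to 63950732) had 20.1 ± 0.297 FPKM with DMSO and 15.5 ± 0.339 FPKM with dTAG13, a log2 fold change of -0.44 (standard error 0.05, adjusted p = 3.70e-09 from the same test). Neither reached a fold change of 2. The paper cites the fall of EPI genes and the small share of downregulated PrE genes. It also cites the loss of EPI but not PrE cells in embryos stained as late blastocysts, later than these libraries. From these it finds support for GABPA determining the specification of EPI but not PrE through EPI genes.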

### GABPA regulates EPI gene expression by promoter and distal binding

To understand how GABPA regulates the ICM genes in E4.5 embryos, we performed GABPA CUT&RUN using E4.5 ICM cells (Extended Data Fig. 5a), which revealed that GABPA mainly occupies the promoter regions (Fig. 4a and Extended Data Fig. 5b). Motif analysis revealed that these regions are enriched for the GABPA motif, but not motifs of other lineage regulators including OCT4, SOX2, NANOG and so on, indicating GABPA plays a direct role by binding to these regions (Extended Data Fig. 5b). 

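Promoter binding of each E4.5 ICM gene is given in the paper's Supplementary Table 4, which marks 904 downregulated genes as bound by GABPA and 982 as not bound. In the RNA-seq libraries, 901 of the bound genes were tested and had a median log2 fold change of -1.66 (quartiles -2.35 and -1.26), and 969 of the genes without binding were tested and had one of -1.90 (quartiles -2.95 and -1.35). Bound genes were the more highly expressed, with a median FPKM of 19.7 with DMSO against 6.04, and fell to 5.75 and 1.32 with dTAG13. On the scale of the log2 ratio of mean FPKM with a pseudocount of 1, which understates the change of weakly expressed genes, the order was the other way, with -1.31 for bound genes and -1.22 for genes without binding. The study selected both groups from these libraries as downregulated, and the difference between them was not tested. Upregulated genes of the paper's table, 1591 of which were tested, had a median log2 fold change of 1.74 and a median FPKM of 1.24 with DMSO.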

Integrative analyses of the GABPA CUT&RUN and RNA-seq data revealed that almost half of the downregulated genes (904 out of 1,886) were bound by GABPA, which is consistent with its motif enrichment in these promoters (Fig. 4b). In contrast, much fewer upregulated genes are directly bound by GABPA (Fig. 4b). These results indicate that GABPA directly binds to promoters to activate these genes in E4.5 ICM.

**Fig. 4:**
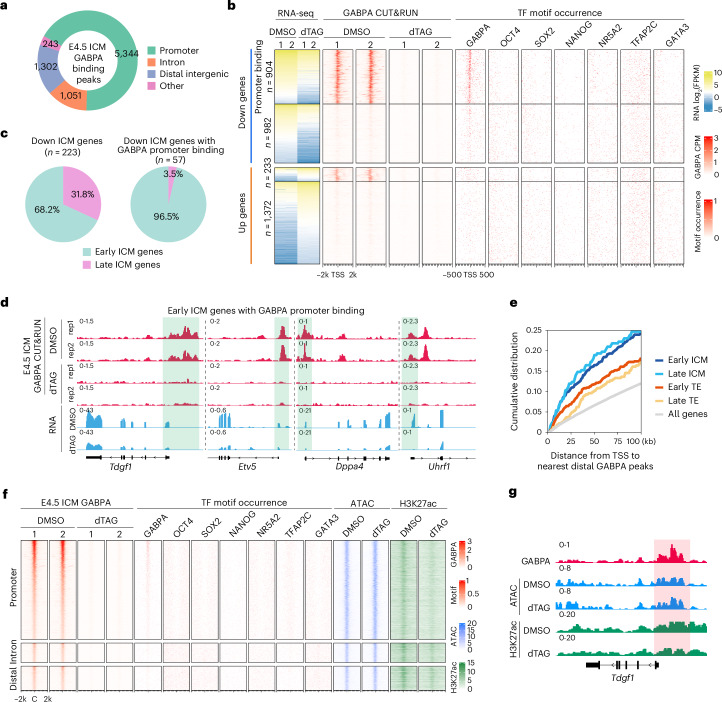
GABPA regulates EPI genes in E4.5 ICM by both promoter and distal binding. **a**, The genomic distribution of GABPA binding peaks in E4.5 ICM based on CUT&RUN data. **b**, Heatmaps showing the DEGs at E4.5 ICM after dTAG13 treatment, as well as the GABPA binding and several TF motif occurrences around the TSS of the indicated gene groups. **c**, The percentage of the downregulated early and late ICM genes (left), and downregulated ICM genes with GABPA promoter binding (right) at E4.5 ICM. **d**, Examples of early ICM genes with GABPA promoter binding (shaded) at E4.5 ICM. **e**, Cumulative distributions of the distance from TSS to the nearest distal GABPA peaks for each group of genes at E4.5 ICM. **f**, Heatmaps showing all the GABPA peaks at promoters, introns and distal regions in E4.5 ICM, and ATAC–seq and H3K27ac signals at these GABPA peak regions with or without dTAG13 treatment. C: peak centre. **g**, An example of the genome browser view of GABPA binding (shaded), ATAC and H3K27ac signals in E4.5 ICM with or without dTAG13 treatment. All RNA-seq, GABPA CUT&RUN, ATAC–seq and H3K27ac CUT&RUN analysis were performed using two independent biological replicates. The pooled results for ATAC–seq and H3K27ac CUT&RUN are shown in **f** and **g**.

By separating E4.5 ICM genes into early and late ICM genes, we found that GABPA mainly bound to the promoters of early ICM genes (for example, *Tdgf1*, *Etv5*, *Dppa4* and *Uhrf1*), but not late ICM genes (Fig. 4c,d). In addition to the promoter, GABPA also exhibited distal binding, which were putative enhancer regions. 

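In the E4.5 ICM libraries all 4 of the early ICM genes given as examples were downregulated, with every dTAG13 library below every DMSO library. *Tdgf1* (ENSMUSG00000032494.12, chromosome 9 from 110939603 to 110946158) fell from 341 ± 1.3 (SD, n = 2) to 151 ± 5.01 FPKM, a log2 fold change of -1.25 (standard error 0.03, adjusted p = 2.30e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Etv5* (ENSMUSG00000013089.15, chromosome 16 from 22381309 to 22439719) fell from 24.4 ± 0.438 to 4.93 ± 0.304 FPKM, a log2 fold change of -2.36 (standard error 0.06, adjusted p = 1.91e-28 from the same test), and 30.3% of its sequence is shared with *Gm4798*. *Dppa4* (ENSMUSG00000058550.15, chromosome 16 from 48283733 to 48294237) fell from 196 ± 0.834 to 56.1 ± 0.191 FPKM, a log2 fold change of -1.86 (standard error 0.04, adjusted p = 4.15e-32 from the same test). *Uhrf1* (ENSMUSG00000001228.14, chromosome 17 from 56303321 to 56323486) fell from 44.0 ± 0.962 to 19.8 ± 0.686 FPKM, a log2 fold change of -1.23 (standard error 0.04, adjusted p = 5.84e-25 from the same test). For *Dppa4*, 40.1% of the sequence occurs in other genes, mostly the pseudogene *Gm14058*, and for *Uhrf1* 24.3%, mostly *Gm5648*, so part of their reads could have been divided among copies.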

We calculated the distance between the TSS of ICM/TE genes and their nearest distal GABPA peaks and found that the TSS of the ICM genes was closer to the distal GABPA peaks than that of the TE genes (Fig. 4e), indicating a potential role of these distal GABPA bindings in regulating ICM genes. Indeed, we detected binding of GABPA to the known super-enhancer of ICM gene *Sox2*^29^ (Extended Data Fig. 5c).

To investigate whether GABPA would affect chromatin accessibility and/or promoter/enhancer activity, we performed ATAC–seq as well as H3K27ac CUT&RUN in E4.5 ICM with or without GABPA degradation (Extended Data Fig. 5d). We found that GABPA degradation resulted in a widespread decrease of H3K27ac with little effect on chromatin accessibility (Fig. 4f,g and Extended Data Fig. 5e). This result indicates that, while GABPA is not responsible for chromatin opening, it is important for the transcriptional activity of the bound genes. Previous reports of the interaction between GABPA and p300 (refs. ^30,31^) in combination with the fact that GABPA degradation results in a decrease in H3K27ac level suggest that GABPA may activate its targets by recruiting the acetyltransferase p300.

### GABPA regulates a common sets of EPI genes in E4.5 ICM and naive ES cells

Since E4.5 ICM is composed of EPI and PrE cells, it is technically challenging to obtain pure EPI cells to evaluate the role of GABPA in regulating EPI gene expression. To overcome this challenge, we used 2iES cells as they are believed to resemble the E4.5 EPI^32^. Since *Gabp*a KO affects ES cell survival^33^, we used the *Gabpa*^dTAG/dTAG^ ES cells treated with dTAG13 to evaluate the acute effect of GABPA degradation (Extended Data Fig. 6a). GABPA degradation was confirmed by western blot analysis (Fig. 1e) and immunostaining (Extended Data Fig. 6b). 

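2iES cells are mouse embryonic stem cells kept in the naive state with inhibitors of MEK and GSK3. Cells with the degron on both *Gabpa* alleles were treated with 0.5 μM dTAG13 or DMSO for 24 h, and 2 libraries per group were sequenced and quantified as for the embryos. Expected counts summed to 27660089 and 27462149 with DMSO and to 25056663 and 20146768 with dTAG13, and the paper gives 29587513 to 36331189 read pairs. The variance between replicates was 16.1 times the sampling variance for DMSO and 2.86 times for dTAG13. Transcripts of the mitochondrial genome took 0.371% and 2.17% of the counts in the DMSO libraries and 5.16% and 4.51% in the dTAG13 libraries. *Gabpa* went from 8.67 and 7.05 FPKM with DMSO to 14.7 and 14.5 FPKM with dTAG13, a log2 fold change of 0.93 (standard error 0.13, adjusted p = 0.00136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 15511 genes tested, 2415 were downregulated and 1924 upregulated, which held 1439 of the 1563 upregulated genes in the paper's Supplementary Table 5. Without the fold change threshold, which moved them most, the numbers were 3981 and 3353. Downregulated genes made up 55.7% of the calls, and 44.7% with upper-quartile scaling, which gave 1994 downregulated and 2467 upregulated genes and raised the median log2 fold change of all genes by 0.18. *Lypla2* (ENSMUSG00000028670.14, chromosome 4 from 135968224 to 135972626), among the genes that fell most, was at least 232-fold lower. *Gm49383* (ENSMUSG00000113149.1, chromosome 12 from 69182834 to 69197104) was at least 117-fold lower and *Trmt112-ps2* (ENSMUSG00000070572.7, chromosome 4 from 149457329 to 149457706) at least 39.1-fold, but all exonic bases of the former overlap other genes and all of the sequence of the latter is shared with *Trmt112*. The DMSO libraries held 36.3 and 12.1 FPKM of *Trmt112-ps2*, so its bound rests mostly on DMSO replicate 1. Of the genes that rose most, the pseudogene *Gm28438* (chromosome 1 from 24612775 to 24613119) was at least 34.2-fold higher and shares 99.1% of its sequence with *mt-Nd3*. The pseudogene *Gm1943* (chromosome 8 from 109340691 to 109340864) was at least 10.9-fold higher and shares all of its sequence with *Wdr70*. The small nucleolar RNA gene *Gm22884* (chromosome 11 from 55482694 to 55482833) was at least 9.63-fold higher and shares 85.5% of its sequence with *Gm12238*. The increase of these 3 cannot be assigned to them.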

RNA-seq revealed 2,265 downregulated genes and 1,563 upregulated genes in response to GABPA degradation for 24 h (Extended Data Fig. 6c,d and Supplementary Table 5). Importantly, GABPA CUT&RUN analysis revealed that 1,238 (54.7%) of the downregulated genes have GABPA promoter binding (Fig. 5a and Extended Data Fig. 6e). Similar to that in E4.5 ICM, GABPA binding motif was enriched in the GABPA peaks and its removal had little effect on ATAC–seq signals (Extended Data Fig. 6f,g). In contrast, the upregulated genes have much less GABPA direct promoter binding (Fig. 5a). Comparative analysis confirmed that GABPA binding in E4.5 ICM and ES cells was highly similar (Fig. 5b), suggesting that GABPA may regulate the same set of genes in ES cells and E4.5 ICM. Indeed, analysis of the differentially expressed genes (DEGs) in E4.5 ICM and ES cells revealed significant overlap with 933 commonly downregulated and 356 commonly upregulated genes in response to GABPA degradation (Fig. 5c). These results indicate that GABPA regulates a similar set of genes in E4.5 ICM and 2iES cells.

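By the calls described for each, 1018 genes were downregulated in both the E4.5 ICM and 2iES cells and 474 were upregulated in both. Of the 11047 genes that could be called in both, 1751 and 2263 were downregulated and 1087 and 1472 upregulated. Draws matched on mean FPKM gave 335 to 395 shared downregulated genes (mean 365) and 162 to 206 shared upregulated genes (mean 184) in 95% of 10000 draws. Opposite calls were fewer than in such draws. Genes downregulated in the ICM and upregulated in 2iES cells numbered 63, against a mean of 260 in the draws, and those upregulated in the ICM and downregulated in 2iES cells 53, against 220. Over the 13842 genes tested in both, the log2 fold changes had a Pearson correlation of 0.457 and a Spearman correlation of 0.502, computed across genes, which are not independent replicates. The comparisons share no libraries. Without the fold change threshold, the setting that moved the overlap most, 2844 genes were lower and 1821 higher in both.

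**Figure D2:**
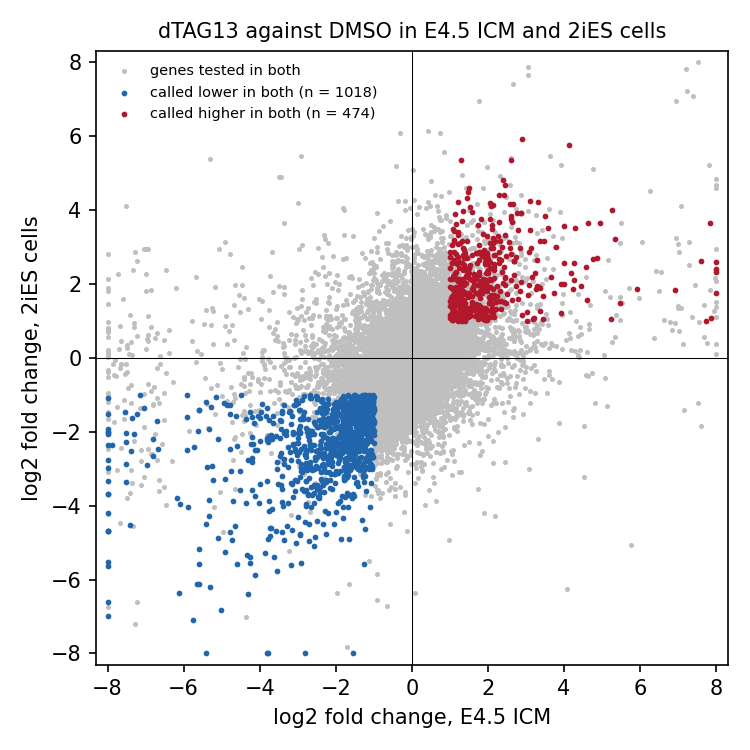
Log2 fold change between dTAG13 and DMSO in the E4.5 ICM (horizontal axis) and in 2iES cells (vertical axis), with 1 point for each of the 13842 genes tested in both. Blue points are the 1018 genes downregulated in both, red points the 474 upregulated in both, and 69 genes beyond 8 in either direction are drawn at the limit. More genes lie in the lower left and upper right than in the other corners.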

**Fig. 5:**
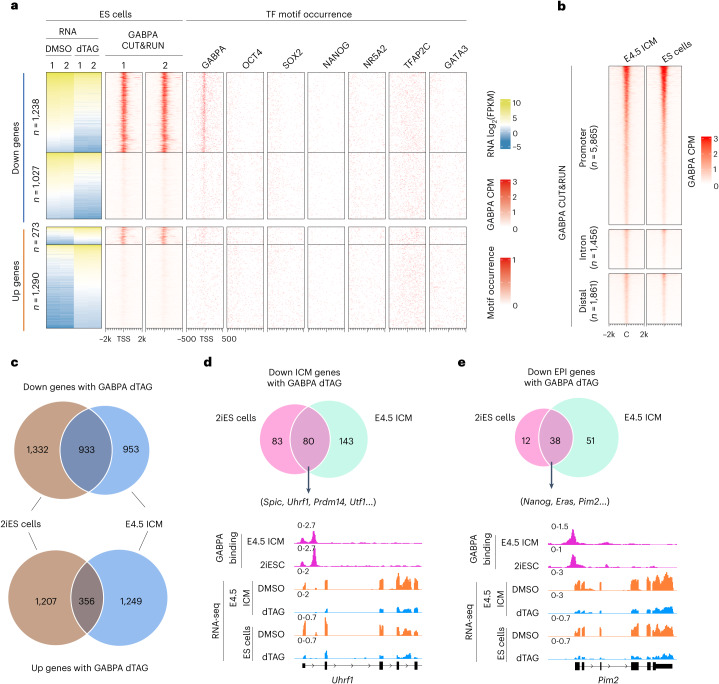
GABPA regulates a common set of EPI genes in E4.5 ICM and ES cells. **a**, Heatmaps showing the DEGs in 2iES cells after dTAG13 treatment for 24 h, and the GABPA binding GABPA motif occurrence around the TSS of the indicated gene groups. **b**, Heatmaps showing similar GABPA binding peaks in E4.5 ICM and 2iES cells. Two replicates were merged for GABPA binding analysis in E4.5 ICM and ES cells. **c**–**e**, A comparison of the DEGs (**c**), downregulated ICM genes (**d**) and downregulated EPI genes (**e**) between E4.5 ICM and 2iES cells after dTAG13 treatment. RNA-seq and GABPA CUT&RUN analysis were performed using two independent biological replicates. **b**, **d** and **e** show the pooled results of the two biological replicates in each condition.

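In 2iES cells, 47 of the 190 EPI genes (24.7%, 95% Wilson interval 19.1% to 31.3%) were downregulated and 9 upregulated. Random lists matched on mean FPKM held 26 to 47 downregulated genes, a two-sided share of 0.0564. Against 1000 random lists for each alternative, it was 0.026 with DESeq2 (50 genes), 0.016 without the FPKM threshold (50 genes), 0.040 without the fold change threshold (83 genes) and 0.068 with library totals as the only scaling (44 genes), so whether the number of EPI genes passes a share of 0.05 depends on the processing. By fold change the list stood further apart, with a median log2 fold change of -0.38 over 189 genes. The random lists gave -0.30 to 0.04 (two-sided share 0.005). The rotation test fry of limma gave an adjusted p = 0.0207. Since 16 of the 24 lists tested with fry at this stage were under 0.05, this p-value does little to set EPI genes apart. Of the 252 PrE genes, 39 were upregulated, the same number as in the E4.5 ICM but not the same genes, since 14 were shared. Random lists held 20 to 39 upregulated genes, with a two-sided share of 0.0594, which was 0.006 with DESeq2, 0.038 without the fold change threshold, 0.066 without the FPKM threshold and 0.140 with library totals only. Downregulated PrE genes numbered 24 (9.52%, interval 6.48% to 13.8%). Without the fold change threshold, EPI genes lower in 2iES cells made up 43.7% of the list and PrE genes higher 27.4%.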

We further found that 26.3% EPI genes were downregulated and 12.7% PrE genes were upregulated by GABPA degradation (Extended Data Fig. 6h), suggesting that GABPA plays an important role in pluripotency regulation in ES cells. 

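The ICM list held 169 genes downregulated in 2iES cells (20.9%, 95% Wilson interval 18.3% to 23.9%), where random lists held 119 to 159. Of these, 88 were also downregulated in the E4.5 ICM, 62 of them early and 26 late ICM genes. In 2iES cells, *Spic* (ENSMUSG00000004359.16, chromosome 10 from 88674772 to 88685015) fell from 19.5 ± 3.27 (SD, n = 2) to 3.24 ± 0.0990 FPKM, a log2 fold change of -2.51 (standard error 0.18, adjusted p = 1.10e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the E4.5 ICM its fall was smaller, from 60.1 ± 1.71 to 30.8 ± 1.25 FPKM, a log2 fold change of -1.08. *Utf1* (ENSMUSG00000047751.9, chromosome 7 from 139943789 to 139945112) fell from 218 ± 58.0 to 60.8 ± 1.41 FPKM in 2iES cells, a log2 fold change of -1.88 (standard error 0.19, adjusted p = 3.77e-04 from the same test), and its log2 fold change in the ICM was -1.47. The DMSO libraries differed more for this gene than for the others, and its log2 fold change was -1.59 without DMSO replicate 1. *Prdm14* was expressed at a lower level in 2iES cells than in the ICM, with 2.71 ± 0.0212 FPKM with DMSO and 0.905 ± 0.106 FPKM with dTAG13, a log2 fold change of -1.62 (standard error 0.22, adjusted p = 0.00120 from the same test). Without the fold change threshold, 223 ICM genes were lower in both.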

Further analysis of the downregulated ICM and EPI genes revealed that 80 ICM genes are in common (for example, *Spic*, *Utf1*, *Prdm14* and *Utf1*) (Fig. 5d), including 60 early ICM genes and 20 late ICM genes (Extended Data Fig. 6i). The analysis also revealed 38 EPI genes in common (for example, *Nanog*, *Eras* and *Pim2*) (Fig. 5e). Collectively, data from E4.5 ICM and 2iES cells support the notion that GABPA plays a crucial role in regulating naive pluripotency both in vivo and in vitro.

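Of the EPI genes, 37 were downregulated in both the E4.5 ICM and 2iES cells by the counts used here, and 1 was upregulated in both. In 2iES cells *Nanog* fell from 100 ± 14.3 (SD, n = 2) to 48.3 ± 0.0424 FPKM, a log2 fold change of -1.12 (standard error 0.12, adjusted p = 5.15e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Eras* (ENSMUSG00000031160.4, chromosome X from 7924276 to 7928607) fell from 26.9 ± 2.00 to 2.52 ± 0.113 FPKM in the E4.5 ICM and from 19.7 ± 1.89 to 6.20 ± 0.877 FPKM in 2iES cells, with log2 fold changes of -3.46 (standard error 0.14, adjusted p = 2.04e-22 from the same test) and -1.69 (standard error 0.19, adjusted p = 5.41e-04). Of its exonic bases, 12.5% overlap the antisense gene *Pcsk1n*. *Pim2* (ENSMUSG00000031155.16, chromosome X from 7878262 to 7883432) fell from 26.3 ± 0.467 to 10.6 ± 1.27 FPKM in the ICM and from 4.30 ± 1.17 to 1.43 ± 0.149 FPKM in 2iES cells, with log2 fold changes of -1.33 (standard error 0.08, adjusted p = 3.06e-18 from the same test) and -1.63 (standard error 0.27, adjusted p = 0.00263). Under DESeq2 the shared EPI genes numbered 39, and without the fold change threshold 79. From the ICM and EPI genes that fell in both, the paper finds support for a crucial part of GABPA in regulating naive pluripotency in embryos and in culture.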

### Stepwise pluripotency establishment controlled by TFAP2C/SOX2/GABPA

The first and second cell fate specification in mouse embryo occurs at E3.5 and E4.5 with pluripotency gene expression restricted within ICM and EPI, respectively^34–36^. However, the expression of some ICM genes starts as early as the two-cell stage (Fig. 1b). A recent study revealed the role of the TFs NR5A2 and TFAP2C in activating ICM genes at the eight-cell stage^10^. However, the expression of *Nr5a2* and *Tfap2c* is respectively silenced at E3.5 ICM and E4.5 EPI (Extended Data Fig. 7a), indicating that other TFs are responsible for the ICM gene activation at these stages. Our data indicate that GABPA plays such a role for EPI gene activation at E4.5.

To understand how GABPA participates in this process, we generated additional GABPA CUT&RUN dataset in eight-cell and E3.5 ICM (Extended Data Fig. 7b,c). Comparative analysis of GABPA binding profiles at two-cell, eight-cell, E3.5 ICM and E4.5 ICM indicates that strong promoter GABPA binding occurs at the two-cell stage and is maintained through E4.5 ICM (Fig. 6a and Extended Data Fig. 7d), which is consistent with the continuous expression of their target genes (Extended Data Fig. 7e). Weak promoter binding at the two-cell stage became stronger at the E4.5 ICM stage (Fig. 6a). Increased GABPA binding to promoters of ICM genes at E4.5 ICM probably contributes to GABPA’s stage-specific functions (Fig. 6a and Extended Data Fig. 7f).

**Fig. 6:**
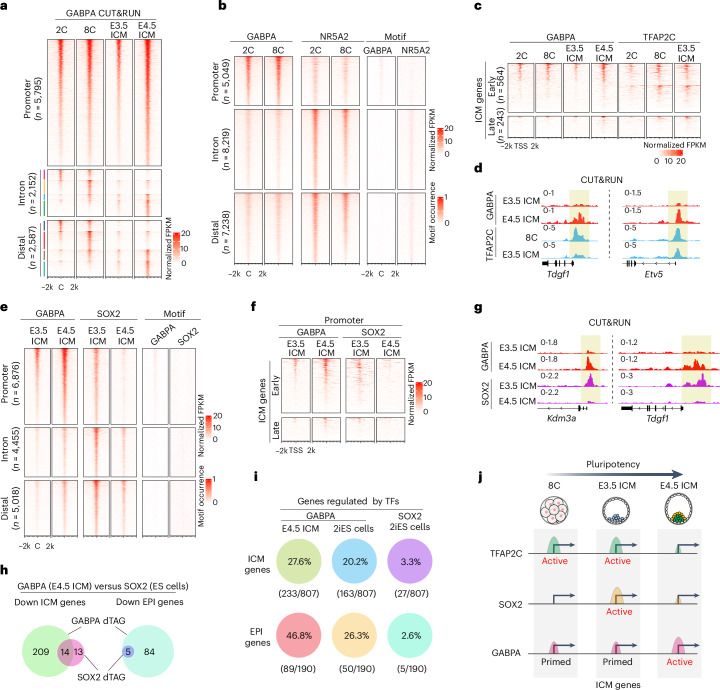
GABPA genomic binding dynamics during pluripotency establishment and its relationship with other pluripotency regulators. **a**, Heatmaps showing the dynamics of GABPA genomic binding profile from two-cell (2C), eight-cell (8C) and E3.5 ICM to E4.5 ICM at promoter, intron and distal regions. C: peak centre. **b**, A comparison of GABPA and NR5A2 binding profiles and motif occurrence at promoter, intron and distal regions at two-cell and eight-cell stages. **c**, GABPA and TFAP2C binding profiles at promoters of early and late ICM genes in two-cell, eight-cell and E3.5 ICM. **d**, The genome browser view of two examples showing GABPA and TFAP2C binding dynamics. Promoter binding regions are shaded. **e**, GABPA and SOX2 binding profiles at promoter, intron and distal regions in E3.5 ICM and E4.5 ICM. **f**, GABPA and SOX2 binding profiles at promoters of early and late ICM genes in E3.5 ICM and E4.5 ICM. **g**, The genome browser view of two examples showing the binding (shaded) of GABPA and SOX2 in E3.5 ICM and E4.5 ICM. **h**, Comparisons of GABPA (E4.5 ICM) and SOX2 (ES cells) affected ICM genes (left) and EPI genes (right) after dTAG13 treatments. **i**, The percentage of ICM and EPI genes regulated by GABPA and SOX2 in E4.5 ICM and ES cells. **j**, A model illustrating that different TFs including TFAP2C, SOX2 and GABPA play major roles at different stages during pluripotency establishment (from the eight-cell to the E4.5 ICM). CUT&RUN analysis in **a**–**g** was performed using two independent biological replicates, and pooled results were used.

Next, we analysed the relationship between GABPA and NR5A2 by comparing their binding profiles at the two-cell and eight-cell stages. Interestingly, GABPA tends to bind to promoters, while NR5A2 preferentially binds to putative enhancers (Fig. 6b), suggesting that they have distinct mechanisms in gene regulation. We also compared the binding profiles of GABPA and TFAP2C at two-cell, eight-cell and E3.5 ICM and found that TFAP2C and GABPA co-occupy a portion of ICM genes promoters at eight-cell and E3.5 ICM (Extended Data Fig. 7g), which may explain why GABPA degradation at these stages does not show phenotype. Given that TFAP2C is not expressed in E4.5 EPI (Extended Data Fig. 7a)^9^, while GABPA binding is increased from E3.5 ICM to E4.5 ICM, GABPA may take over TFAP2C’s function on their commonly occupied ICM gene promoters (Fig. 6c,d). To identify the commonly regulated genes taken over by GABPA, we compared the downregulated genes in GABPA-dTAG E4.5 ICM with the downregulated genes in *Tfap2c* maternal-zygotic KO E3.5 ICM and identified that 7 out of the 13 *Tfap2c* KO downregulated ICM genes and all the 5 *Tfap2c* KO downregulated EPI genes showed overlap (Extended Data Fig. 7h). Since *Tfap2c* maternal-zygotic KO at the eight-cell stage showed more downregulated ICM and EPI genes than that in E3.5 ICM (Extended Data Fig. 7i), TFAP2C plays more important role in activating pluripotency genes at the eight-cell than in E3.5 ICM, which is consistent with the observation that *Tfap2c* expression is nearly undetectable at E3.5 ICM (Extended Data Fig. 7a)^9^.

*Sox2* starts to express at E3.5 ICM and plays an important role in regulating pluripotency (Extended Data Fig. 7a)^8^. We thus compared the binding profiles of GABPA and SOX2 in E3.5 ICM and E4.5 ICM. We found a global increase in GABPA binding concomitant with a global decrease in SOX2 binding, especially on promoters from E3.5 ICM to E4.5 ICM (Fig. 6e). Consistently, GABPA binding on ICM gene promoters was enhanced, while SOX2 binding on ICM gene promoters was lost (Fig. 6f,g), indicating the regulation of ICM genes by GABPA was enhanced at E4.5 stage. To explore the possibility that GABPA takes over the role of SOX2 in activating their commonly regulated ICM genes at E4.5, we compared the downregulated genes in GABPA-dTAG E4.5 ICM and *Sox2-*mzKO E3.5 ICM and found that 18 out of the 55 *Sox2-*KO downregulated ICM genes and 8 out of the 9 *Sox2-*KO downregulated EPI genes showed overlap (Extended Data Fig. 7j), supporting the notion that GABPA takes over SOX2’s role on these ICM gene promoters in E4.5 ICM. To gain further support for this notion, we compared the downregulated genes of GABPA-dTAG E4.5 ICM with those of the SOX2-dTAG 2iES cells. Although SOX2 degradation in 2iES cells downregulated only a small number of ICM (27) and EPI (5) genes, all the SOX2 downregulated EPI genes were also downregulated by GABPA and more than half of the SOX2 downregulated ICM genes were also downregulated by GABPA in embryo (Fig. 6h). Three out of the 5 SOX2-dTAG downregulated EPI genes and 7 out of the 27 downregulated ICM genes were also downregulated by GABPA degradation in ES cells (Extended Data Fig. 7k). Collectively, these data support our notion that TFAP2C and SOX2 are responsible for activating pluripotency genes at eight-cell and E3.5 ICM, respectively, while GABPA mainly activates pluripotency genes during E3.5 ICM to E4.5 EPI transition. GABPA takes over the role of TFAP2C and SOX2 at the promoter of pluripotency genes in E4.5 EPI in addition to activating its unique targets.

## Discussion

ZGA and pluripotency acquisition are two of the most important events during pre-implantation development. Understanding the molecular mechanisms underlying these events is not only important in the field of development but also critical for regenerative medicine. Here, we identified and demonstrated that a minor ZGA factor GABPA not only regulates major ZGA but also plays a critical role in pluripotency establishment by activating a large group of pluripotency genes in E4.5 EPI. Despite the observation that GABPA KO downregulates pluripotency factors *Nanog* and *Oct4* in ES cells^33,37^, its role as a key pluripotency regulator was not recognized due to the lack of direct genome binding data. Additionally, its KO lethality phenotype before blastocyst formation^21^ prevented its role in pluripotency in vivo from being addressed using the conventional KO mouse model. In this study, using the dTAG system, we reveal the developmental stage-specific function of GABPA during mouse pre-implantation development. Our data support that GABPA plays a non-dispensable role in ZGA and serves as a master regulator of pluripotency establishment at E4.5 EPI.

The identification of TFs important for mammalian ZGA has been a hot topic in the past several years. Previous studies have been mainly focused on maternal factors that regulate mouse ZGA such as OBOX^26^, NR5A2^28^, DUX^27^, NFYA^38^ and KLF17^39^, while the contributions of zygotic early transcribed genes are neglected, although published work has shown that minor ZGA is required for major ZGA in mice^40^. Here, we provide evidence demonstrating that the minor ZGA factor GABPA regulates a subset of major ZGA genes and pre-implantation development by directly binding to the promoter of 83 major ZGA genes to activate their transcription (Fig. 2g). Our study indicates that minor ZGA gene product can regulate major ZGA by directly binding to and activating major ZGA. Further studies of the other minor ZGA genes are warranted to fully understand the role of minor ZGA genes in regulating major ZGA and pre-implantation development.

Another important finding of this study is that we identify GABPA as a key TF driving the E4.5 EPI specification. We showed that GABPA degradation affects EPI, but not PrE, formation (Fig. 3d–h), which could be explained by GABPA’s role in activating pluripotency genes including *Nanog* and *Sox2* (Fig. 3m). Different from *Nanog* and *Sox2*, which are exclusively expressed in EPI, *Gabpa* is expressed in both EPI and PrE. This expression pattern raises an intriguing question about why GABPA selectively activates EPI genes, but not PrE genes (Fig. 3l,m). One possibility is that binding of GABPA to the pluripotency gene promoters requires another factor that is expressed only in EPI. Alternatively, PrE may express a protein that can mask GABPA binding to promoters. Future studies should confirm or refute these possibilities.

Establishment of pluripotency is a continuous and complex process. Although the expression of pluripotency genes such as *Nanog*, *Sox2* and *Oct4* are critical for maintaining pluripotency^41–44^, their role in pluripotency establishment has not been shown. At eight-cell and E3.5 ICM, TFs such as NR5A2, TFAP2C and SOX2 are believed to modulate the activity of these pluripotency genes^8,9^. They are unlikely to have a major role in EPI specification as they either are not expressed in EPI or they only occupy the promoters of very few pluripotency genes in EPI. Our data indicate that GABPA can fulfil such a role as it regulates 46.8% and 26.3% of EPI genes in E4.5 and 2iES cells, respectively (Fig. 6i). Although the lack of a dTAG mouse model for SOX2 prevented a direct comparison of the role of GABPA and SOX2 in EPI formation, a comparison of dTAG13-mediated degradation of GABPA or SOX2 in 2iES cells showed a clear difference as GABPA degradation downregulated many more ICM genes and EPI genes than did SOX2 degradation (Fig. 6i). Our study, together with previous studies, supports a stepwise model for naive pluripotency establishment (Fig. 6j). At the eight-cell stage, TFAP2C binds to gene promoters and enhancers to active pluripotency genes. At E3.5, with the decrease of TFAP2C expression in ICM, its role in pluripotency gene regulation decreases, while SOX2 starts to function. By E4.5, TFAP2C is no longer expressed in ICM (Extended Data Fig. 7a)^9^, and the binding of SOX2 to the promoters of ICM genes also disappeared, while GABPA now occupies and activates almost half of the pluripotency genes in EPI. Our study thus not only identifies GABPA as an important TF for ZGA but also demonstrates its crucial role as a master regulator of naive pluripotency in E4.5 embryos.

## Methods

### Animals

All experiments were conducted in accordance with the National Institute of Health Guide for Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of Boston Children’s Hospital and Harvard Medical School (protocol number IS00000270-6). All mice were kept under specific pathogen-free conditions within an environment controlled for temperature (20–22 °C) and humidity (40–70%), and were subjected to a 12 h light/dark cycle. The generation of *Gabpa*-dTAG knock-in mice was as described previously with some modifications^23^. Briefly, two-cell embryos (20 hpf) were injected with *Gabpa* donor DNA (30 ng μl^−1^), Cas9 mRNA (100 ng μl^−1^) and sgRNA (single guide RNA) (50 ng μl^−1^) using a Piezo impact-driven micromanipulator (Primer Tech). Then, two-cell embryos were incubated in KSOM (potassium simplex optimized medium) for 2 h before transfer into oviducts of pseudo-pregnant Institute of Cancer Research (ICR) strain mothers (Charles River). F0 chimera mice were backcrossed with wild-type C57BL/6J mice for at least two generations. Genotyping was performed using mouse tail lysed in lysis buffer (50 mM Tris–HCl, 0.5% Triton and 400 μg ml^−1^ Proteinase K) at 55 °C overnight. For F0 and F1 mice genotyping, the primers outside the homology arm are used. For genotyping of F2 and beyond, the inner primers are used. The primers are listed in Supplementary Table 6.

Droplet digital PCR (ddPCR) was used for detecting the copy number of *Gabpa*-dTAG knock-in alleles in F1 mice. Briefly, 250 ng purified DNA templates were digested by incubation with Haelll Enzyme (NEB) at 37 °C for 1 h and then inactivated at 80 °C for 5 min. A final 30 ng of DNA was used as the templates for PCR. *Fkbp* was used for knock-in detecting, and *mRPP30* was used as a control. The primers are included in Supplementary Table 6. Only the mice with a single *Fkbp* copy (Supplementary Table 7) were used for further mating.

### mES cell culture and establishment of *Gabpa*^dTAG/dTAG^ cell line

The laboratory-maintained ES-E14 cells^45^ were cultured on 0.1% gelatin-coated plates with 2i/LIF (MEKi/GSK3i/leukemia inhibitory factor) condition. Cells were grown in Dulbecco’s modified Eagle medium (Gibco, 11960069), supplemented with 15% foetal bovine serum (Sigma-Aldrich, F6178), 2 mM GlutaMAX (Gibco, 35050061), 1 mM sodium pyruvate (Gibco, 11360), 1× MEM NEAA (minimum essential medium nonessential amino acids) (Gibco, 11140050), 0.084 mM 2-mercaptoethanol (Gibco, 21985023), 1 mM sodium pyruvate (Gibco, 11360070), 100 U ml^−1^ penicillin–streptomycin (Gibco, 15140122), 1,000 IU ml^−1^ LIF (Millipore, ESG1107), 0.5 μM PD0325901 (Tocris, 4192) and 3 μM CHIR99021 (Tocris, 4423).

To establish *Gabpa*^dTAG/dTAG^ cell line, *Gabpa*-HAL-FKBP^F36V^-2xHA-HAR and px330 were transfected into mouse (m)ES cells with Lipofectamine 2000 (Thermo, 11668030). Twenty-four hours later, cells were selected with puromycin (Gibco, A1113803) for another 48 h. Then, cells were cultured in puromycin-free medium for 1 week. Single clones were picked for genotyping and further analysis.

### In vitro fertilization and embryo culture

Female mice (7–8 weeks) were superovulated through an initial injection of 7.5 IU pregnant mare serum gonadotropin (BioVendor, RP1782725000), followed 48 h later with a 7.5 IU injection of human chorionic gonadotropin (Sigma, C1063). Oocyte–cumulus complexes (OCCs) were collected 14 h post human chorionic gonadotropin injection. Sperm was collected from the cauda epididymis of adult male mice (8–12 weeks) 1 h before OCC collection. The sperm suspension was capacitated for 1 h in 200 μl human tubal fluid (HTF) medium (Millipore, MR-070-D). Subsequently, OCCs were exposed to spermatozoa for a 6 h incubation. The time when sperm was added to OCCs was considered as 0 hpf. Two-nuclear zygotes were cultured in the KSOM medium (Millipore, MR-106-D) under a humidified atmosphere of 5% CO_2_ at 37 °C for further development.

### Western blot

A total of 1.5 × 10^6^ cells were lysed in 100 µl RIPA lysis buffer and incubated on ice for 30 min. Ninety microlitres of supernatant was mixed with 12.5 µl 5× loading buffer, and heated at 98 °C for 15 min. Samples were run on NuPAGE 4–12% gel (Invitrogen, NP0322BOX) and transferred onto polyvinylidene fluoride transfer membrane. Primary antibodies used included anti-GABPA (1:4,000, Proteintech), anti-HA (1:1,000, CST) and anti-β-actin (1:5,000, CST, #4967). Secondary antibodies used included goat anti-Rabbit IgG (H + L) superclonal secondary antibody-HRP (Thermo Scientific, A27036, 1:2,000) and goat anti-mouse IgG (H + L) secondary antibody-HRP (Thermo Fisher Scientific, 31430, 1:2,000). Protein bands were detected with an enhanced chemiluminescence (ECL) kit (Thermo Fisher Scientific, 32209) and imaged by Tanon 4600SF Imaging System (Tanon).

### Immunostaining and confocal microscope

Embryos were fixed with 4% paraformaldehyde/0.5% Triton for 20 min, followed by three times of washing with phosphate-buffered saline/0.1% Triton, then blocked in phosphate-buffered saline/1% bovine serum albumin/0.01% Triton for 1 h. Embryos were incubated overnight at 4 °C with primary antibodies: anti-GABPA (1:200, Proteintech, 21542-1-AP, lot no. 00018047), anti-HA (1:200, CST, 2367S), anti-GATA4 (1:200, R&D Systems, MAB2606-SP), anti-NANOG (1:200, Abcam, ab80892) and anti-CDX2 (1:500, R&D Systems, AF3665-SP). Secondary antibodies used included donkey anti-goat IgG (H + L) secondary antibody, Alexa Fluor 647 (Thermo Scientific, A-21447, 1:500), donkey anti-rabbit IgG (H + L) secondary antibody, Alexa Fluor 488 (Thermo Scientific, A-21206, 1:500) and Donkey anti-mouse IgG Secondary Antibody, Alexa Fluor 568 (Fisher Scientific, A10037, 1:500). After three times of washing, the embryos were incubated with secondary antibodies at room temperature (RT). DNA was stained with 10 μg ml^−1^ Hoechst 33342 (Sigma). The confocal microscope (Zeiss, LSM800) was used for fluorescence detection.

### dTAG13 treatment

dTAG13 (Tocris, 6605) was reconstituted in DMSO to a 5 mM stock. For *Gabpa*^dTAG/dTAG^ mES cell treatment, dTAG13 was diluted in mES cell culture medium to 0.5 μM. For *Gabpa*^dTAG/dTAG^ embryo treatment, dTAG13 was diluted in KSOM to 1 μM. Embryos were washed with KSOM with dTAG13 at least three times, then cultured in KSOM with dTAG13 for further development.

### CUT&RUN, ATAC and RNA-seq library preparation and sequencing

For mES cell CUT&RUN with more than 10,000 cells were resuspended in 50 μl washing buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine and 1× protease inhibitor) with activated Concanavalin A magnetic beads (Polysciences, 86057-3) for 10 min at RT, then samples were incubated with anti-GABPA (1:40, Proteintech, 21542-1-AP, lot#00018047; note that this is the only lot that worked in CUT&RUN in our hands) overnight at 4 °C. For low-input mES cells and embryo CUT&RUN, some modifications were made. Briefly, mES cells, zona-free embryos or isolated ICM were resuspended in 50 μl washing buffer with activated Concanavalin A magnetic beads for 10 min at RT, then samples were fixed with 1% formaldehyde for 1 min. After three washes with washing buffer, samples were incubated with anti-GABPA overnight at 4 °C. Samples were incubated with 2.8 ng μl^−1^ pA-MNase (home-made) for 2 h at 4 °C. Subsequently, samples were incubated with 200 μl pre-cooled 0.5 μM CaCl_2_ for 20 min at 4 °C and quenched by adding 23 μl 10× stop buffer (1,700 mM NaCl, 20 mM EGTA, 100 mM EDTA, 0.02% digitonin, 250 µg ml^−1^ glycogen and 250 µg ml^−1^ RNase A). DNA fragments were released by incubation at 37 °C for 15 min. For both fixed and unfixed cells, 2.5 μl 10% SDS and 2.5 μl 20 mg ml^−1^ Proteinase K (Thermo Fisher) was added and incubated at 55 °C for at least 1 h for reverse crosslinking. DNA was extracted by phenol–chloroform followed by ethanol precipitation. The subsequent procedure was the same as described above. Sequencing libraries were prepared with NEBNext Ultra II DNA library preparation kit for Illumina (New England Biolabs, E7645S).

ATAC–seq was performed as previously described with some modifications^46^. Briefly, ES cells and isolated ICM were digested with adapter-loaded Tn5 for 15 min at 37 °C, and stopped by stop buffer (100 mM Tris pH 8.0, 100 mM NaCl, 40 µg ml^−1^ Proteinase K and 0.4% SDS) and incubated overnight at 55 °C. Five microlitres of 25% Tween-20 was added to quench SDS. Sequencing libraries were prepared with NEBNext High-Fidelity 2× PCR Master Mix (NEB, M0541S).

For RNA-seq, fresh ES cells or embryos were collected. Reverse transcription and complementary DNA amplification were performed with SMART-Seq v4 Ultra Low Input RNA Kit (Clontech, 634890), followed by cDNA fragmentation, adaptor ligation and amplification using Nextera XT DNA Sample Preparation Kit (Illumina, FC-131-1024).

All libraries were sequenced by NextSeq 550 system (Illumina) with paired-ended 75 bp reads (Supplementary Table 8).

### Immunosurgery

ICMs were isolated as previously described^47^. Briefly, blastocysts at E3.5 or E4.5 stages were collected by removing the zona pellucida with Acidic Tyrode’s solution (Millipore). Embryos were then treated with anti-mouse serum antibody (Sigma-Aldrich, M5774-2ML, 1:5 dilution in KSOM) for 30 min at 37 °C. After washing three times with KSOM, embryos were treated with guinea pig complement (Millipore, 1:5 dilution in KSOM) for another 20 min at 37 °C. Then, the TE cells were removed by a glass pipette (the inner diameter is around 40–50 μm). E4.5 ICM refers to the mixture of EPI and PrE cells after removing TE cells with immunosurgery.

### RNA-seq data analysis

The raw sequencing reads were trimmed with Trimmomatic^48^ (v0.39) to remove sequencing adaptors. Then, the reads were mapped to GRCm38 genome using STAR^49^ (v2.7.8a). Gene expression levels were quantified with RSEM^50^ (v1.3.1). To identify differentially expression genes, the DESeq2^51^ (v1.32.0) package in R was used. The significantly differentially expressed genes were called with an adjusted *P*-value cut-off of 0.05, fold change cut-off of 2 and mean FPKM (fragments per kilobase of transcript per million mapped reads) cut-off of 1. GO enrichment was performed using R package clusterProfiler^52^. Gene Set Enrichment Analysis (GSEA) was performed using R clusterProfiler^52^ and enrichplot.

### CUT&RUN data analysis

The raw reads were trimmed with Trimmomatic^48^ (v0.39) to remove sequencing adaptors, then mapped to GRCm38 reference genome using bowtie2^53^ (v2.4.2). PCR duplicates were removed with Picard MarkDuplicates (v2.23.4). Reads with mapping quality less than 30 were removed. The mapped reads were further filtered to retain only proper paired reads with fragment length between 10 and 120. Peaks were called with MACS2^54^ (v2.2.7.1). Reproducible peaks were generated with the irreproducible discovery rate (IDR) framework^55^ using two replicates, with IDR threshold of 0.05. For E4.5 ICM and ES cells, we further filtered the peaks to keep the ones with *q* value ≤10^−30^ to remove weak peaks. The signal tracks were generated with deeptools^56^ bamCoverage (v3.5.1) with bin size of 1 and normalized by CPM (counts per million). For *z*-score-normalized signal tracks, we first used bamCoverage with bin size of 100 to generate FPKM signals, then used a customized script to calculate the *z* score of each bin. For late two-cell and eight-cell GABPA ultralow-input CUT&RUN data, we noticed low mapping rates of the raw data. Further examination of the unmapped reads suggested they were environmental DNA from human, bacteria, vectors and so on, and due to the ultralow-input cells and small number of GABPA binding regions, the ratio of mapped reads from GABPA-bound DNA versus unmapped reads arising from environmental DNA was low. However, this would not affect the identification of GABPA peaks, since (1) the discarded reads were unmappable to mouse reference genome and (2) these peaks disappeared upon GABPA degradation.

The peaks were annotated with R package ChIPseeker^57^. Peaks within −1,000 to +500 around the TSS were considered as promoter peaks.

The heatmaps of binding profiles were calculated with deeptools^56^ computeMatrix (v3.5.1) using bigwig signal tracks as input and bin size of 10, and visualized in R with packages profileplyr and EnrichedHeatmap^58^.

### ATAC–seq data analysis

ATAC–seq data were analysed with the ENCODE^59^ ATAC–seq pipeline with default parameters (v2.1.2, https://github.com/ENCODE-DCC/atac-seq-pipeline).

### Motif enrichment analysis

Motif enrichment analysis was performed with HOMER^60^ (v4.11) findMotifsGenome.pl with mm10 reference and parameter size 200, using peaks file as input.

### Motif occurrence analysis

Motif occurrence analysis was performed with HOMER^60^ (v4.11) annotatePeaks.pl with parameters ‘mm10 -size -2000,2000 -hist 20 -ghist’ for peak regions and parameters ‘mm10 -size -500,500 -hist 20 -ghist’ for regions around gene TSSs. The motif files were download from JASPAR database^61^ and manually converted to HOMER motif format. We used the log odds detection threshold of 6.0 for all TFs we analysed. The motif occurrence matrix was visualized in R with package EnrichedHeatmap^58^.

The JASPAR motif IDs for the TFs we analysed were as follows: GABPA, MA0062.2; OBOX, PH0121.1; DUX, MA0611.1; NFYA, MA0060.1; NR5A2, MA0505.1; OCT4, MA1115.1; SOX2, MA0143.1; NANOG, MA2339.1; TFAP2C, MA0524.2; GATA3, MA0037.4.

### Identification of ICM/TE genes

ICM/TE genes were identified using bulk RNA-seq data of E3.5 ICM and E3.5 TE from Zhang et al.^18^. The DESeq2^51^ (v1.32.0) package in R was used to find the DEGs between ICM and TE, with an adjusted *P*-value cut-off of 0.05 and fold change cut-off of 2. Genes with eight-cell FPKM ≥1 were defined as early ICM/TE genes, while genes with eight-cell FPKM <1 were defined as late ICM/TE genes.

### Identification of EPI/PrE genes

EPI/PrE genes were identified using single-cell RNA-seq data of E4.5 embryos from Mohammed et al.^62^. The R package Seurat^63^ (v5.0.1) function FindMarkers was used to identify the DEGs between E4.5 EPI and E4.5 PrE, with an adjusted *P*-value cut-off of 0.05, fold change cut-off of 4 and cell expression percentage cut-off of 0.8. Genes with expression in at least 50% E3.5 single cells were considered as early EPI/PrE genes, while the others were considered as late EPI/PrE genes.

### Statistics and reproducibility

Student’s *t*-tests for graph analysis were performed with Microsoft Excel (2016). Individual data points are shown as dots in the figure panels involving the Student’s *t*-test. Data distribution was assumed to be normal, but this was not formally tested. For the immunofluorescence and western blot experiments, at least three independent repetitions were performed with consistent results, and representative data were presented. *P* values < 0.05 were considered statistically significant. No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to or greater than those reported in previous publications^8^. No data were excluded from the analyses. The experiments were not randomized. Data collection and analysis were not performed blind to the conditions of the experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-024-01554-0.

## Supplementary information

Reporting Summary

Supplementary Table 1 Gene lists used in this study.

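Supplementary Table 1 lists the genes by which the RNA-seq results are divided into lineages. Its ICM list has 807 genes, 564 of them early and 243 late, and its TE list has 1022, 698 early and 324 late. The authors derived both from bulk RNA-seq of the ICM and TE of E3.5 embryos, and called a gene early where it already had an FPKM of at least 1 at the eight-cell stage. Its EPI list has 190 genes and its PrE list 252, taken from single-cell RNA-seq of E4.5 embryos and divided by how many E3.5 cells express the gene. All genes of these 4 lists are named in the deposited count tables. Neither set of source data belongs to the libraries analysed here, so the lists were not picked from the fold changes they are used to sort. The list of major ZGA genes was not used here.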

Supplementary Table 2 DEGs of late two-cell stage treated with GABPA dTAG13 versus that treated with DMSO.

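Supplementary Tables 2 to 5 give, for each differentially expressed gene, an adjusted p-value, a log2 fold change and 1 value per library, and for downregulated genes all but Supplementary Table 3 also say whether GABPA binds the promoter. The values per library were compared with the deposited files and are FPKM. All 4002 values of the late two-cell table and all 13964 of the E4.5 ICM table equal the deposited FPKM of the same library, as do all 348 of the morula table. In the 2iES table 14239 of the 14244 values read (99.96%) are equal, over the 1998 of its 2265 downregulated genes that could be read and all upregulated genes. The fold changes in these tables were not taken from FPKM but from DESeq2, which the authors ran on counts, so a ratio of the listed FPKM need not equal the listed fold change.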

Supplementary Table 3 DEGs of morula treated with GABPA dTAG13 versus that treated with DMSO.

Supplementary Table 4 DEGs of E4.5 ICM treated with GABPA dTAG13 versus that treated with DMSO.

Supplementary Table 5 DEGs of ES cell treated with GABPA dTAG13 versus that treated with DMSO.

Supplementary Table 6 Oligos used in this study.

Supplementary Table 7 ddPCR validate GabpadTAG knock-in copy number.

Supplementary Table 8 Summary of the sequenced libraries in this study.

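Supplementary Table 8 counts read pairs at 3 steps of the processing for each library, as sequenced, after trimming and as uniquely mapped pairs of high quality. Expected counts add reads that RSEM could assign to genes, including those shared between genes, so they are not equal to any of the 3. In the morula libraries, the least deeply sequenced of the RNA-seq libraries, 18698849 to 20618199 trimmed pairs gave 11826802 to 13611701 uniquely mapped pairs. For the E4.5 ICM the uniquely mapped pairs numbered 18899930 to 20640220, close to the totals of expected counts of the same libraries.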

## Source data

Source Data Fig. 1 Unprocessed western blots for Fig.1.

Source Data Fig. 2 Statistical source data for Figs. 1–6 and Extended Data Figs. 1–7.

## Data Availability

Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE263171. Public data used in this study: RNA-seq of mouse MII oocyte to eight-cell^17^: GSE71434. RNA-seq of mouse E3.5 ICM and TE^18^: GSE76505. RNA-seq of mouse E4.5 TE^9^: GSE216256. Single-cell RNA-seq of mouse E4.5 EPI and PrE^64^: GSE159030. Single-cell RNA-seq of mouse early embryos^19^: GSE45719. Single-cell RNA-seq of mouse E3.5 and E4.5 embryos^62^: GSE100597. ATAC–seq of mouse early embryos^16^: GSE66390. NR5A2 binding in mouse embryos^10^: GSE229740. TFAP2C binding in mouse embryos^9^: GSE216256. SOX2 binding in mouse embryos^8^: GSE203194. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

# Supplementary material for: The transcription factor GABPA is a master regulator of naive pluripotency
**Source:** Nat Cell Biol. 2025 Jan 2;27(1):48–58. doi: 10.1038/s41556-024-01554-0
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The data collection methods for RNA-seq, CUT&RUN and ATAC-seq were described in Methods section. The immunostaining images were collected from the ZEISS ZEN Microscopy software (v2.3). The quantification of the immunostaining images was calculated with ImageJ (v1.50i). |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

The data analysis methods were described in Methods section. The software used in data analysis and the corresponding version were provided below:

Trimmomatic: v0.39  
 STAR: v2.7.8a  
 RSEM: v1.3.1  
 DESeq2: v1.32.0  
 clusterProfiler: v4.10.0  
 bowtie2: v2.4.2  
 Picard: v2.23.4  
 MACS2: v2.2.7.1  
 deepTools: v3.5.1  
 ChIPseeker: v1.38.0  
 profileplyr: v1.18.0  
 EnrichedHeatmap: v1.32.0  
 HOMER: v4.11  
 R: 4.3.2

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE263171. Public data use in this study: RNA-seq of mouse MII oocyte to 8-cell: GSE71434. RNA-seq of mouse E3.5 ICM and TE: GSE76505. RNA-seq of mouse E4.5 TE: GSE216256. scRNA-seq of mouse E4.5 EPI and PrE: GSE159030. scRNA-seq of mouse early embryos: GSE45719. scRNA-seq of mouse E3.5 and E4.5 embryos: GSE100597. ATAC-seq of mouse early embryos: GSE66390. NR5A2 binding in mouse embryos: GSE229740. TFAP2C binding in mouse embryos: GSE216256. SOX2 binding in mouse embryos: GSE203194. The GRCm38 reference genome was downloaded from [http://ftp.ensembl.org/pub/release-98/fasta/mus\\_musculus/dna/Mus\\_musculus.GRCm38.dna.primary\\_assembly.fa.gz](http://ftp.ensembl.org/pub/release-98/fasta/mus_musculus/dna/Mus_musculus.GRCm38.dna.primary_assembly.fa.gz). Source data are provided with this study. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample size and number of replicates were chosen based on other studies (PMID: 33821005, 38096290).                                                                                 |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                                                           |
| Replication     | All the RNA-seq, ATAC, CUT&RUN were repeated twice, and other experiments were repeated at least three times. And all of them were succeed.                                                                                                       |
| Randomization   | Strains and conditions that were directly compared were typically cultured together. Microscopy image acquisition was performed randomly. All samples were allocated randomly into experimental groups. Further randomization was not applicable. |
| Blinding        | Blinding was not involved in the experiments. This should not affect the interpretation of the data. All the data collection are done by one person and were therefore not blinded.                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-GABPA (1:200, Proteintech, 21542-1-AP, Lot#00018047), anti-HA (1:200, CST, 2367S), anti-GATA4 (1:200, R&D Systems, MAB2606-SP, Monoclonal Mouse IgG2B Clone # 532020 ), anti-NANOG (1:200, Abcam, ab80892) and anti-CDX2 (1:500, R&D Systems, AF3665-SP). anti- $\beta$ -actin (1:5000, CST, #4967). Second antibodies used included Goat anti-Rabbit IgG (H+L) Superclonal™ Secondary Antibody-HRP (Thermo Scientific, A27036, 1:2000) and Goat anti-Mouse IgG (H+L) Secondary Antibody-HRP (Thermo Fisher Scientific, 31430, 1:2000). Donkey anti-Goat IgG (H+L) Secondary Antibody, Alexa Fluor 647 (Thermo Scientific, A-21447, 1:500), Donkey anti Rabbit IgG (H+L) Secondary Antibody, Alexa Fluor 488 (Thermo Scientific, A-21206, 1:500) and Donkey anti Mouse IgG Secondary Antibody, Alexa Fluor 568 (Fisher Scientific, A10037, 1:500).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Validation      | <p>All the antibodies are from commercial source and have been validated by the vendors and their validation data are available on the published papers and manufacturers' website (Abcam, R&amp;D Systems, Cell Signaling and Proteintech).</p> <p>anti-GABPA:<br/>western blot and IF were verified by the published paper (PMID: 23684612) and antibody website: <a href="https://www.ptglab.com/products/NRF2-Antibody-21542-1-AP.htm">https://www.ptglab.com/products/NRF2-Antibody-21542-1-AP.htm</a>. CUT &amp; RUN was verified by us. With dTAG treatment, all the peaks disappear.</p> <p>anti-HA:<br/>western blot and IF were verified by the published paper (PMID: 38878777) and antibody website: <a href="https://www.cellsignal.com/products/primary-antibodies/ha-tag-6e2-mouse-mab/2367">https://www.cellsignal.com/products/primary-antibodies/ha-tag-6e2-mouse-mab/2367</a></p> <p>anti-GATA4:<br/>IF were verified by the published paper (PMID: 32104112) and antibody website: <a href="https://www.rndsystems.com/products/human-gata-4-antibody-532020_mab2606">https://www.rndsystems.com/products/human-gata-4-antibody-532020_mab2606</a></p> <p>anti-NANOG:<br/>IF were verified by the published paper (PMID: 36525967) and antibody website. <a href="https://www.abcam.com/products/primary-antibodies/nanog-antibody-ab80892.html">https://www.abcam.com/products/primary-antibodies/nanog-antibody-ab80892.html</a>. The website clarify that this antibody is suitable for: ICC, ICC/IF, IHC-P, Flow Cyt, IHC - Wholemount, WB, and reacts with: Mouse.</p> <p>anti-cdx2:<br/>IF were verified by the published paper (PMID: 34861147) and antibody website. <a href="https://www.rndsystems.com/products/human-cdx2-antibody_af3665">https://www.rndsystems.com/products/human-cdx2-antibody_af3665</a></p> |

anti-beta-actin:

WB were verified by the published paper (PMID: 39155876) and antibody website. The website clarify that this antibody is suitable for: WB, and the species reactivity: Human, Mouse, Rat, Hamster, Monkey, Mink, D. melanogaster, Zebrafish, Bovine

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                              |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The ES-E14 cell line was previous used in this lab. The E14 cell line was kindly provided by the laboratory of B. Koller. <a href="https://pubmed.ncbi.nlm.nih.gov/31209294/">https://pubmed.ncbi.nlm.nih.gov/31209294/</a>                  |
| Authentication                                                    | The transcriptome of our mESCs is highly similar to that of a published ES-E14 dataset on enocde project (Pearson correlation, $r=0.92$ ). <a href="https://pubmed.ncbi.nlm.nih.gov/31209294/">https://pubmed.ncbi.nlm.nih.gov/31209294/</a> |
| Mycoplasma contamination                                          | The ESCs are mycoplasma free.                                                                                                                                                                                                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None of the cell lines used in this study is listed in the database of commonly misidentified cell lines maintained by ICLAC                                                                                                                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Generation of knock-in mice was as described previously with some modification 23. Briefly, 2-cell embryo (20 hpf) were injected with Gabpa donor DNA (30 ng/ $\mu$ l), Cas9 mRNA (100 ng/ $\mu$ l) and sgRNA (50 ng/ $\mu$ l) using a Piezo impact-driven micromanipulator (Primer Tech, Ibaraki, Japan). Then 2-cell embryos were incubated in KSOM for 2 hrs before transferred into oviducts of pseudo-pregnant ICR strain mothers (Charles River). FO chimera mice was backcross with wild-type C57BL/6J mice for at least two generation. Female mice (7-8 weeks) and adult male mice (8-12 weeks) were used for IVF experiments |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | Female mice were used for oocyte collection, and male mice were used for sperm collection                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | All animal experiments were performed in accordance with the protocols of the Institutional Animal Care and Use Committee at Harvard Medical School. All mice were kept under specific pathogen-free conditions within an environment controlled for temperature (20-22°C) and humidity (40-70%), and were subjected to a 12-hour light/dark cycle.                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                 |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | All data generated in this study have been deposited to the NCBI Gene Expression Omnibus (GEO) with accession number GSE263171. |
| Files in database submission                                       | GSM8187096      GABPA_CUTrun_2cell_rep1                                                                                         |

## Files in database submission

|            |                                 |
|------------|---------------------------------|
| GSM8187097 | GABPA_CUTrun_2cell_rep2         |
| GSM8187098 | GABPA_CUTrun_8cell_rep1         |
| GSM8187099 | GABPA_CUTrun_8cell_rep2         |
| GSM8187100 | GABPA_CUTrun_E35_ICM_rep1       |
| GSM8187101 | GABPA_CUTrun_E35_ICM_rep2       |
| GSM8187102 | GABPA_CUTrun_E45_ICM_rep1       |
| GSM8187103 | GABPA_CUTrun_E45_ICM_rep2       |
| GSM8187104 | GABPA_CUTrun_ESC_rep1           |
| GSM8187105 | GABPA_CUTrun_ESC_rep2           |
| GSM8187106 | GABPA_CUTrun_ESC_500            |
| GSM8187107 | GABPA_dTAG_CUTrun_2cell_rep1    |
| GSM8187108 | GABPA_dTAG_CUTrun_2cell_rep2    |
| GSM8187109 | GABPA_dTAG_CUTrun_E45_ICM_rep1  |
| GSM8187110 | GABPA_dTAG_CUTrun_E45_ICM_rep2  |
| GSM8187111 | ATAC_E45_ICM_Gabpa_DMSO_rep1    |
| GSM8187112 | ATAC_E45_ICM_Gabpa_DMSO_rep2    |
| GSM8187113 | ATAC_E45_ICM_Gabpa_dTAG_rep1    |
| GSM8187114 | ATAC_E45_ICM_Gabpa_dTAG_rep2    |
| GSM8187115 | ATAC_ESC_Gabpa_DMSO_rep1        |
| GSM8187116 | ATAC_ESC_Gabpa_DMSO_rep2        |
| GSM8187117 | ATAC_ESC_Gabpa_dTAG_24h_rep1    |
| GSM8187118 | ATAC_ESC_Gabpa_dTAG_24h_rep2    |
| GSM8187119 | H3K27ac_E45_ICM_Gabpa_DMSO_rep1 |
| GSM8187120 | H3K27ac_E45_ICM_Gabpa_DMSO_rep2 |
| GSM8187121 | H3K27ac_E45_ICM_Gabpa_dTAG_rep1 |
| GSM8187122 | H3K27ac_E45_ICM_Gabpa_dTAG_rep2 |
| GSM8187123 | RNA_L2C_Gabpa_DMSO_rep1         |
| GSM8187124 | RNA_L2C_Gabpa_DMSO_rep2         |
| GSM8187125 | RNA_L2C_Gabpa_DMSO_rep3         |
| GSM8187126 | RNA_L2C_Gabpa_dTAG_rep1         |
| GSM8187127 | RNA_L2C_Gabpa_dTAG_rep2         |
| GSM8187128 | RNA_L2C_Gabpa_dTAG_rep3         |
| GSM8187129 | RNA_morula_Gabpa_DMSO_rep1      |
| GSM8187130 | RNA_morula_Gabpa_DMSO_rep2      |
| GSM8187131 | RNA_morula_Gabpa_dTAG_rep1      |
| GSM8187132 | RNA_morula_Gabpa_dTAG_rep2      |
| GSM8187133 | RNA_E45_ICM_Gabpa_DMSO_rep1     |
| GSM8187134 | RNA_E45_ICM_Gabpa_DMSO_rep2     |
| GSM8187135 | RNA_E45_ICM_Gabpa_dTAG_rep1     |
| GSM8187136 | RNA_E45_ICM_Gabpa_dTAG_rep2     |
| GSM8187137 | RNA_ESC_Gabpa_DMSO_rep1         |
| GSM8187138 | RNA_ESC_Gabpa_DMSO_rep2         |
| GSM8187139 | RNA_ESC_Gabpa_dTAG_24h_rep1     |
| GSM8187140 | RNA_ESC_Gabpa_dTAG_24h_rep2     |

Genome browser session  
(e.g. [UCSC](#))

no longer applicable

## Methodology

## Replicates

Each experiment was repeated twice.

## Sequencing depth

Each CUT&amp;RUN library was sequenced for at least 25 million read pairs with 2 × 75bp length. The sequencing depth for each library was provided in Supplementary Table 8.

## Antibodies

anti-GABPA (1:200, Proteintech, 21542-1-AP, Lot#00018047)

## Peak calling parameters

macs2 callpeak -t {input.bam} -f BAMPE -B --SPMR -p 0.01 -g mm --keep-dup all --scale-to large

## Data quality

The CUT&amp;RUN data quality was evaluated using the Pearson correlation between two biological replicates. Reproducible peaks were generated with the IDR framework using two replicates, with IDR threshold of 0.05.

## Software

The raw reads were trimmed with Trimmomatic (v0.39) to remove sequencing adaptors then mapped to GRCh38 reference genome using bowtie2 (v2.4.2). PCR duplicates were removed with Picard MarkDuplicates (v2.23.4). Reads with mapping quality less than 30 were removed. The mapped reads were further filtered to only retain proper paired reads with fragment length between 10 and 120. Peaks were called with MACS2 (v2.2.7.1).

How the deposited data were processed for this re-analysis (not part of the article)

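The 18 RNA-seq libraries of the study were analysed from the gene tables the authors deposited, which give expected counts, TPM and FPKM from RSEM for 55385 genes of GRCm38. They cover late two-cell embryos (3 libraries with DMSO and 3 with dTAG13) and morulae, E4.5 ICM and 2iES cells (2 and 2 each). The CUT&RUN, ATAC-seq and histone libraries were not analysed here. By the paper's methods, reads were trimmed with Trimmomatic, aligned with STAR and quantified with RSEM, and the authors compared the groups with DESeq2. Genes were named from the GENCODE M21 annotation, which held 54487 of the identifiers with their version and 55144 without it. A further 3 names came from the supplementary tables, 238 identifiers stayed without a name, and 215 symbols are shared by 2 or more identifiers.

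The expected counts of each library sum to 21559552, 20449939 and 22710367 with DMSO and 23718876, 23233653 and 21852115 with dTAG13 at the late two-cell stage. They sum to 9457942 and 11032794 with DMSO and 12382688 and 11391417 with dTAG13 in morulae, to 20818284 and 19246212 and to 18266032 and 18813526 in the E4.5 ICM, and to 27660089 and 27462149 and to 25056663 and 20146768 in 2iES cells.

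Expected counts were rounded and compared within each stage with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), by the quasi-likelihood test after TMM scaling, for genes with at least 10 counts in at least as many libraries as the smaller group holds. P-values were adjusted by the Benjamini-Hochberg method over all genes tested at a stage. DESeq2 1.42.0 was run as an alternative. A gene was called with an adjusted p-value under 0.05, a fold change of at least 2 and a mean FPKM of at least 1 in 1 of the groups. The paper gives the same cut-offs but not the libraries over which the mean FPKM is taken, and the mean over all libraries was run as an alternative. Alternatives changed the scaling, the thresholds, the count filter, the tool, the libraries included and the depth. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, with the random seed 20250102.

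Named genes were fixed by a rule. They are *Gabpa*, the genes that the paper names for a stage in its text or figures, and at each stage the 3 called genes with the largest change in each direction among those with a mean FPKM of at least 10 in 1 group whose libraries do not overlap between the groups. Genes named outside this rule were chosen after their values were seen, and are *Gabpb1*, *Trp53*, *Mdm2*, *Cdkn1a*, *Tfam*, *Dppa3*, *Asns*, *Fabp3*, *Aqp3*, *Pou5f1*, *Zfp42* and *Atp5j*, with *Krt18* and *Sox2* in 2iES cells. On GRCm38 they lie on chromosome 2 from 126627442 to 126676337 (*Gabpb1*), 11 from 69580359 to 69591873 (*Trp53*), 10 from 117688875 to 117710758 (*Mdm2*), 17 from 29090976 to 29100727 (*Cdkn1a*), 10 from 71225464 to 71238280 (*Tfam*), 6 from 122626410 to 122630272 (*Dppa3*), 6 from 7675169 to 7693254 (*Asns*), 4 from 130308595 to 130315463 (*Fabp3*), 4 from 41092722 to 41098183 (*Aqp3*), 17 from 35506018 to 35510772 (*Pou5f1*), 8 from 43295063 to 43306980 (*Zfp42*) and 16 from 84827866 to 84835625 (*Atp5j*). Where all libraries of a group held 3 counts or fewer, the fold change was computed against 3 counts and given as a lower bound. Medians of lists were also taken with such genes at their bound, which left the printed medians as they were. Sequence shared with other genes was measured as the share of a gene's 31-base words found in transcripts of another gene.

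Lists of genes were compared with random lists matched on mean FPKM in 20 bins, 10000 for each value reported and 1000 for alternatives (500 for overlaps between stages), with 2.00e-04 as the smallest two-sided share that 10000 lists can give. The rotation test fry of limma was applied to 24 lists at each stage. The paper's lists are those of ICM, TE, EPI and PrE genes and their early and late parts. Lists written by hand hold genes of ribosome biogenesis, markers of TE, EPI and PrE, targets of p53 and of ATF4, maternal transcripts, cytosolic and mitochondrial ribosomal proteins, proteasome subunits, subunits of oxidative phosphorylation and transcripts of the mitochondrial genome. Intervals on shares are Wilson intervals at 95%. Intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Differences between stages were tested as interaction terms, in fits that estimate the spread of a gene over both stages together.

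Replicates were checked against sampling noise by a chi-square per gene over genes with a mean of at least 50 counts, as the ratio of the median chi-square to the median that sampling alone gives, and in every group the ratio was above 1.2. No single library was tested as an outlier, since groups hold 2 or 3 libraries. The comparison was tested on simulated data with known changes. There, edgeR recovered 88.5% of 192 changed genes at the late two-cell stage with 8 unchanged genes called and 91.9% of 198 with 9 in morulae. It recovered 99.0% of 198 with 1 in the E4.5 ICM and 90.5% of 199 with 2 in 2iES cells. Few genes were changed, equally often in each direction and by more than the fold change threshold. Their spread was the one edgeR had fitted, and no FPKM threshold was applied. The simulation therefore cannot show how the comparison performs with widespread or one-sided changes, near the threshold or with dependent replicates.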

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

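Tests of GC content, gene length and single morula libraries were set before their results were seen, and the other tests in this part, and the choice to compare every list between stages, were chosen only after. P-values of lists come from limma's rotation test fry, adjusted by the Benjamini-Hochberg method over the 24 lists of a stage or comparison. In the E4.5 ICM all 24 lists had such a p-value under 0.05, so at that stage it does not set 1 list apart from the others. The alternatives, gene lists and thresholds were fixed before the data were examined.

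Several genes named by the paper responded to GABPA degradation by a different amount in the E4.5 ICM and in 2iES cells, as tested by an interaction term with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change in the ICM minus that in 2iES cells was -2.70 for *Sox2* (adjusted p = 4.33e-05), -2.39 for *Prdm14* (8.95e-05), -1.73 for *Fgf4* (3.61e-05), -2.83 for *Etv5* (3.80e-06) and -2.21 for *Dppa4* (4.14e-05). It was -1.52 for *Kdm3a* (5.16e-05), -1.80 for *Eras* (3.53e-04) and -1.02 for *Tdgf1* (0.00763). The difference went the other way for *Spic*, at 1.41 (1.93e-04), and for genes that the paper names at the late two-cell stage, at 2.92 for *Dmap1* (3.80e-06), 1.51 for *Zpr1* (3.60e-04), 0.69 for *Noc3l* (0.00826) and 0.35 for *Dnajc2* (0.0171). Among TE genes it was 4.09 for *Krt18* (1.20e-06), 2.55 for *Krt8* (8.74e-06), 2.21 for *Gata3* (2.70e-04) and 3.06 for *Cdx2* (0.0168), which held 14 to 111 counts per library in the ICM. For *Sox7* the difference was -2.34 (adjusted p = 0.0474 from the same test), but a group of 2iES cells held 3 counts or fewer of it. The other genes that the paper names did not pass an adjusted p-value of 0.05 in this test. The difference was -0.28 for *Nanog* (0.132), -0.24 for *Uhrf1* (0.111), 0.38 for *Utf1* (0.156), 0.275 for *Pim2* (0.448) and -0.85 for *Sox17* (0.160). Of the genes chosen after their values were seen, the difference was -2.47 for *Mdm2* (7.48e-06), -0.96 for *Trp53* (2.49e-04), 1.58 for *Dppa3* (4.02e-04) and 1.27 for *Pou5f1* (2.70e-04). In 2iES cells *Sox2* went from 17.7 to 23.8 FPKM and *Krt18* from 105 to 121 FPKM, neither past an adjusted p-value of 0.05 (0.121 and 0.284 from the same test). Over all 17657 genes, 3850 were lower and 3542 higher in the ICM by this test. It estimates the spread of a gene over both stages together. Fitted alone, the biological coefficient of variation was 0.0237 in the ICM and 0.159 in 2iES cells. The adjusted p-values of these differences could therefore be too small, and no fit with a separate spread per stage was run.

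A uniformly weaker effect in 2iES cells is argued against by the targets of p53, which rose more there than in the ICM (adjusted p = 4.61e-05 for the difference). The other lists that differed fell further in the ICM, for ICM genes (adjusted p = 0.00136), EPI genes (3.82e-04), markers of EPI (9.91e-04) and targets of ATF4 (3.82e-04), or were higher there than in 2iES cells, for TE genes and markers of TE (2.62e-04 each), PrE genes (3.82e-04), markers of PrE (0.0401), ribosome biogenesis (3.82e-04), mitochondrial ribosomal proteins (0.0203) and proteasome subunits (0.0468). The comparison sets embryos treated with 1 μM from 84 hpf to 100 hpf against cultured cells treated with 0.5 μM for 24 h, so stage, culture, dose and time cannot be separated, and which of them underlies the differences stays open.

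Markers of TE rose in the E4.5 ICM, with a median log2 fold change of 1.56 over 26 genes, 24 of them higher. The paper's own TE list holds 19 of these markers, and 20 of the 26 had a mean FPKM of at least 1 with DMSO. The median exceeded that of matched random lists by 1.59 with library totals as the only scaling, by 1.58 when lists were matched on GC content and by 1.60 when matched on length, which argues against these as the whole cause. A response of equal size in 2iES cells is argued against by the test of the difference between them (adjusted p = 2.62e-04). A smaller shared response stays open. In 2iES cells fry gave an adjusted p = 0.0183 for higher TE genes and 0.0791 for higher TE markers, and 51 TE genes were upregulated in both. A lower share of EPI cells would raise the markers of TE and PrE alike, whereas they moved apart by 0.72 in median log2 fold change, 1.41 for 24 TE markers against 0.69 for 18 PrE markers when shared genes were left out (two-sided permutation p = 0.00467 over 100000 permutations). TE cells carried into the isolated ICM cannot be told apart from a rise within ICM cells, since no TE library was analysed here. Of the TE markers, *Fabp3*, with 50.1% of its sequence shared with other genes, rose from 1412 to 2953 FPKM, but *Aqp3* fell from 25.9 to 12.5 FPKM, a log2 fold change of -1.09. A rise of TE genes within ICM cells may underlie the pattern and remains a hypothesis.

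Targets of p53, a list the paper does not discuss, had a median log2 fold change of 1.37 in the E4.5 ICM (20 of 22 genes higher, 19 of them with an adjusted p-value under 0.05 from edgeR over all genes, 20 genes in either direction adjusted over the list alone, adjusted p = 1.03e-04 for the list) and of 2.17 in 2iES cells (22 of 23 higher, 21 under 0.05 by both adjustments, adjusted p = 0.00323 for the list). *Mdm2* rose from 45.0 to 111 FPKM in the ICM and from 45.6 to 673 FPKM in 2iES cells, and *Cdkn1a* from 41.0 to 183 and from 144 to 551 FPKM. Above matched random lists, the median in the ICM stood 1.44 higher with library totals only, 1.34 with lists matched on GC content and 1.39 on length, and in 2iES cells 2.32, 2.07 and 2.22, so none of these accounts for the whole pattern. Higher *Trp53* mRNA is argued against, since its log2 fold change in the ICM was -1.62. The late two-cell stage argues against an effect of lower ribosome biogenesis genes that is alike at every stage. The median of p53 targets there was -0.08, from -0.13 to 0.04 (without dTAG13 replicate 1) with a library left out. It differed from 2iES cells (adjusted p = 3.44e-05 from fry). However, ribosome biogenesis genes fell less at the late two-cell stage than in 2iES cells (adjusted p = 3.60e-04 from fry for the difference). *Trp53* mRNA also fell at the late two-cell stage, from 24.5 to 6.52 FPKM, a log2 fold change of -1.995. An effect of ribosome biogenesis genes that differs between stages therefore stays open. An effect of dTAG13 itself at every stage is argued against by morulae, treated with the same dose as the ICM, where the median was -0.11, and -0.03 without DMSO replicate 1. An effect of the compound that appears only at some stages stays open, since no dTAG13 library without the tag was analysed here, and a p53 response to GABPA loss may be a candidate explanation.

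Targets of ATF4 fell in the E4.5 ICM, with a median log2 fold change of -1.07 (19 of 23 genes lower and 4 higher, each with an adjusted p-value under 0.05 from edgeR, adjusted p = 1.43e-04 for the list). *Asns* fell from 607 to 186 FPKM, a log2 fold change of -1.77. Relative to random lists, the median was -0.99 with library totals only, -1.04 when matched on GC content and -1.03 on length, which argues against these as the whole cause. In 2iES cells the median was -0.54 and lay within the range of 95% of random lists (two-sided share 0.098). Whether the fall follows from GABPA loss or from a change in culture stress was not tested.

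Maternal transcripts were higher at the late two-cell stage, with a median log2 fold change of 0.28 and 22 of 23 genes higher. Single genes were at the limit of the data, with 2 under an adjusted p-value of 0.05 over all genes and 4 adjusted over the list alone, and the list did not pass its own test (adjusted p = 0.087). The excess over random lists was 0.32 with library totals only, 0.250 when matched on GC content and 0.255 on length, so these do not account for all of it. In morulae their median was 0.32 over 11 genes, 0.58 without dTAG13 replicate 2, and with library totals only it was 0.25 and inside the range of random lists, and in 2iES cells it was -1.17 over 6 genes (adjusted p = 0.0207 for the list). In the E4.5 ICM the list was lower as well, with a median of -0.71 over 11 genes (adjusted p = 5.57e-04 for the list), which lay inside the range of random lists (two-sided share 0.110) and was -0.40 without DMSO replicate 2, so the rise was not seen in the E4.5 ICM or in 2iES cells. Slower clearance of maternal RNA in the early embryo may be involved and was not tested, and slower development of the treated embryos stays open as well.

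Transcripts of the mitochondrial genome were higher in the E4.5 ICM, with a median log2 fold change of 0.609, all 12 genes higher and 11 with an adjusted p-value under 0.05 (adjusted p = 0.00136 for the list). With library totals only the median was 0.675, which argues against the scaling. No biological explanation was tested. In 2iES cells the median was 1.81, but DMSO replicate 1 held a low share of such counts, and the median was 1.03 without it and 3.74 without DMSO replicate 2. The pattern in 2iES cells cannot be told apart from this spread between the DMSO libraries, and 3 of its 12 genes had an adjusted p-value under 0.05 over all genes, 0 adjusted over the list alone and 8 an unadjusted p-value under 0.05. DMSO replicate 1 held 0.371% of its counts on the mitochondrial genome, replicate 2 2.17%, and the dTAG13 libraries 5.16% and 4.51%.

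The 449 genes that the paper marks as downregulated and promoter-bound at the late two-cell stage were also lower in morulae, where the paper reports a limited change. Of the 440 tested there, 77.05% were lower, with a median log2 fold change of -0.27 against -0.015 to 0.073 in random lists. Of these, 7 reached an adjusted p-value under 0.05 and were lower. Relative to random lists the median was -0.30 with library totals only, -0.257 when matched on GC content and -0.265 on length, and it was weakest, at -0.187, without DMSO replicate 2, so none of these is the whole cause. The log2 fold change at the late two-cell stage minus that in morulae had a median of -1.40 over the 449 genes, and 247 were more negative at the late two-cell stage with an adjusted p-value under 0.05, but the genes had been chosen there. Genes downregulated at the late two-cell stage without promoter binding were lower in morulae too, with a median of -0.23 over 127 genes, 69.3% of them lower (two-sided share 2.00e-04), so the fall is not specific to bound promoters. Whether it comes through GABPA at these promoters or indirectly was not tested and stays open.

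Further lists of genes that the paper does not discuss lay outside matched random lists. At the late two-cell stage these were cytosolic ribosomal proteins, with a median of -0.195 (75 of 84 lower), mitochondrial ribosomal proteins at -0.38 (62 of 78), proteasome subunits at -0.375 (33 of 38) and subunits of oxidative phosphorylation at -0.19 (56 of 77). With library totals only they were at -0.12, -0.30, -0.30 and -0.12, still outside random lists, which argues against the scaling. Mitochondrial ribosomal proteins were also lower in the E4.5 ICM (-0.45) and in 2iES cells (-0.70). Transcripts of the mitochondrial genome were at 0.129 at the late two-cell stage, but at 0.026 without DMSO replicate 3 and 0.001 without dTAG13 replicate 2. In morulae they were at -0.17, and -0.02 without dTAG13 replicate 1, and cytosolic ribosomal proteins were at -0.126 but 0.022 without DMSO replicate 1, so single libraries decide these values. No biological explanation was tested.

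The mRNA of *Gabpb1*, which the paper does not report, was higher at each stage, with log2 fold changes of 0.65 at the late two-cell stage, 1.28 in morulae, 1.33 in the E4.5 ICM and 2.105 in 2iES cells. It rose from 174 to 288, from 31.1 to 71.6, from 34.0 to 85.9 and from 21.4 to 89.1 FPKM. *Gabpa* mRNA was higher as well, in morulae without passing an adjusted p-value of 0.05 (0.152). The lowest of their log2 fold changes with library totals as the only scaling was 0.60, which argues against scaling, and reads of the antisense gene *Atp5j* counted on *Gabpa* are argued against by the fall of *Atp5j* at the late two-cell stage (-0.895). A response of these genes to the loss of GABPA may underlie the rise and remains a hypothesis.

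Genes that the paper names at the late two-cell stage also differed between stages. The log2 fold change there minus that in morulae was -1.69 for *Zpr1* (adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -1.19 for *Dnajc2* (0.0136) and -1.63 for *Dmap1* (0.00342). For *Noc3l* it was -0.50 and did not pass an adjusted p-value of 0.05 (0.293 from the same test). Against 2iES cells the difference was 0.985 for *Zpr1* (adjusted p = 0.00968), 1.69 for *Dmap1* (0.00146) and 1.26 for *Noc3l* (5.40e-04), so these genes fell further in 2iES cells. *Dnajc2* went the other way, at -0.46, without passing an adjusted p-value of 0.05 (0.0823). By the test of lists, the late two-cell stage was lower than morulae in ribosome biogenesis (adjusted p = 0.005996), mitochondrial ribosomal proteins (0.00321), proteasome subunits and oxidative phosphorylation (0.00555 each). Compared with 2iES cells, it was higher in ribosome biogenesis (3.60e-04), ICM genes (0.0294), EPI genes (0.00983), markers of EPI (0.0225) and targets of ATF4 (0.0206), and lower in TE genes (0.0256), PrE genes (0.00292), cytosolic ribosomal proteins (0.0211), oxidative phosphorylation (0.00207) and the mitochondrial genome (0.0466). The morulae were treated for another period and sequenced less deeply, and the cells with another dose, so the stage is not the only difference, and no biological explanation was tested.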

How the results depend on the processing

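Results within a stage, and the overlap of the E4.5 ICM and 2iES cells, were recomputed under alternatives set before the data were examined, and no alternative was added later. They covered 31 counts and shares, 56 list medians and 84 results of named genes, with a gene counted once for each stage where it is named. Differences between stages were tested under 1 setting only, and genes bound at one stage were followed at another under alternatives only in morulae. In fits of 2 libraries against 2, leaving out a library leaves 1 in a group, so such fits give values but no calls.

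Dropping the fold change threshold raised counts in both directions at 3 stages. In morulae it left 27 downregulated genes and moved upregulated genes from 21 to 22. At the other stages, downregulated and upregulated genes then numbered 1253 and 220 at the late two-cell stage, 5354 and 5099 in the E4.5 ICM and 3981 and 3353 in 2iES cells. In the E4.5 ICM the share of lower genes became 59.4% for ICM, 62.1% for early ICM, 53.1% for late ICM, 75.8% for EPI and 14.3% for PrE genes, and that of higher genes 57.9% for TE, 61.5% for early TE, 50.3% for late TE and 76.6% for PrE genes. These held 479 ICM genes, 8.95% of all lower genes, and 592 TE genes, 11.6% of all higher genes. In 2iES cells the share became 33.8% for ICM, 43.7% for EPI and 21.4% for PrE genes among lower genes and 27.4% for PrE genes among higher ones. Genes lower in both the E4.5 ICM and 2iES cells became 2844 and genes higher in both 1821, with 223 ICM genes, 181 early and 42 late, and 79 EPI genes lower in both. The construction of this alternative, with fewer criteria, accounts for the rise.

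Without the FPKM threshold, 30.0% of TE genes and 42.3% of late TE genes were higher in the E4.5 ICM, ICM genes were 8.46% of lower genes and TE genes 11.0% of higher ones, and 740 genes were higher in both the ICM and 2iES cells. With only genes that could be called as the denominator, 31.1% of TE and 48.9% of late TE genes were higher in the ICM and 24.7% of ICM genes lower in 2iES cells. Both follow from which genes are counted.

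Apart from the fold change threshold, upregulated genes at the late two-cell stage and all calls in morulae changed by the largest factors. The former numbered 130 with DESeq2, 125 with upper-quartile scaling, 180 without a count filter and 21 with the test against a fold change of 1.5, and from 44 (without dTAG13 replicate 1) to 101 across the 6 fits that each left out one library, with 52 without DMSO replicate 1. Morula genes lower and higher numbered 51 and 38 with DESeq2, 76 and 34 with library totals only, 139 and 106 without a count filter, 7 and 10 with the test against a fold change of 1.5 and 96 and 120 with all 18 libraries in 1 fit. The cause was not tested. Counts of downregulated genes at the late two-cell stage (486 to 754) and of called genes in the E4.5 ICM and 2iES cells stayed within 1.5 times the values reported under all alternatives other than the fold change threshold. Of the genes called with TMM, DESeq2 also called 619 of 633 and 80 of 83 at the late two-cell stage, 26 of 27 and 18 of 21 in morulae, 2002 of 2091 and 1745 of 1909 in the ICM and 2299 of 2415 and 1607 of 1924 in 2iES cells.

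The median log2 fold change of EPI genes in the E4.5 ICM lay between -1.05 (without dTAG13 replicate 1) and -0.93 across the fits that left out one library. As the log2 ratio of mean FPKM with a pseudocount of 1, bound and not bound genes had medians of -1.31 and -1.205 at the late two-cell stage and -1.31 and -1.22 in the E4.5 ICM, closer to 0 since a pseudocount shrinks the ratio of weakly expressed genes.

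Directions reversed for small medians in morulae. Genes of ribosome biogenesis, at -0.075 in morulae (adjusted p = 0.718 from limma's rotation test fry), were at 0.036 among genes with a mean FPKM of at least 10, and between -0.120 (without dTAG13 replicate 1) and 0.056 (without dTAG13 replicate 2) with a library left out. Targets of ATF4, at -0.075, were at 0.396 among such genes, and between -0.164 and 0.277 with a library left out, which was above 0 without DMSO replicate 1 (0.277) and without dTAG13 replicate 2 (0.094). Cytosolic ribosomal proteins, at -0.126, lay between -0.234 (without DMSO replicate 2) and 0.022 (without DMSO replicate 1), and *Atp5j*, at -0.129, between -0.255 and 0.026 (without dTAG13 replicate 1). The cause was not tested.

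Upper-quartile scaling moved the median log2 fold change of all genes by 0.118 at the late two-cell stage, 0.103 in the E4.5 ICM and 0.183 in 2iES cells, and the share of called genes that were lower went from 88.4% to 80.4%, from 52.3% to 45.8% and from 55.7% to 44.7%. Such scaling shifts all genes together, so a change of majority near 50% follows from its construction. With library totals only the share was 48.3% in the ICM and 53.0% in 2iES cells, and with DESeq2 53.6% and 59.9%, so that in 2iES cells only upper-quartile scaling changed the majority.

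Among named genes, *Saa3* and *Cyba* lost their calls in 4 of the 6 late two-cell fits that left out a library, with *Saa3* at 1.52 and *Cyba* at 1.15 without dTAG13 replicate 1. The adjusted p-value of *Saa3* was 0.102 to 0.152 in those fits. *Sox17* in the ICM (-0.05, adjusted p = 0.183), *Zfp42* in the ICM (-0.03) and *Atp5j* in 2iES cells (-0.23) rose above an adjusted p-value of 0.05 with library totals only, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 366 values of named genes with one library left out, 281 stayed within the spread between replicates or kept their side of an adjusted p-value of 0.05, 74 moved by more than that spread, 10 rose above 0.05 and 1 reversed, and of 335 under other alternatives 288 stayed, 41 moved, 5 rose above 0.05 and 1 fell below it. Of 210 further list medians with one library left out, 182 stayed, 21 moved by more than the SD of random lists, 4 reversed, 2 rose above a two-sided share of 0.05 and 1 fell below it, and of 136 under other alternatives 130 stayed, 2 reversed, 2 rose above it and 2 fell below.

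In 2iES cells, whether the numbers of called genes of a list passed a two-sided share of 0.05 against matched random lists depended on the processing. For downregulated EPI genes the share was 0.0564, and 0.026 with DESeq2, 0.016 without the FPKM threshold and 0.040 without the fold change threshold. For upregulated PrE genes it was 0.0594, and 0.006 with DESeq2 and 0.038 without the fold change threshold. Early ICM genes among downregulated ones went from 0.0396 to 0.078 with library totals only, and late ICM genes from 0.0388 to 0.286 without the fold change threshold. Upregulated late ICM genes went from 0.030 to 0.218 with DESeq2 and 0.100 without the fold change threshold, upregulated TE genes from 0.143 to 0.018 with DESeq2, upregulated late TE genes from 0.0574 to 0.028 with library totals only and 0.04995 without the fold change threshold, and downregulated early TE genes from 0.064 to 0.026 without it. No such share crossed 0.05 in the E4.5 ICM. The cause was not tested.

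The replicate number was fitted as a block at each stage, although it is not known whether the numbers pair the libraries. The paper's reporting summary states that conditions compared directly were usually cultured together, but not which libraries shared a culture. The deviations of DMSO and dTAG13 libraries with the same number from their group means were correlated at 0.0192, 0.051 and 0.0546 at the late two-cell stage, 0.00998 in morulae, 0.01 in the E4.5 ICM and -0.133 in 2iES cells, and neither the labels nor the paper say that a number marks a shared litter, batch or day. With the block, 139 genes were lower and 105 higher in morulae. The adjusted p-value of *Gabpa* in morulae was 0.0466, that of *Saa3* at the late two-cell stage 0.0968 and that of *Atp5j* in 2iES cells 0.14. Of the 24 lists tested with fry, 16 had an adjusted p-value under 0.05 in 2iES cells without the block and 0 with it, where the adjusted p-values of these 16 lay between 0.1495 and 0.186, with the same directions. EPI genes went from 0.0207 to 0.162, maternal transcripts from 0.0207 to 0.162, ribosome biogenesis from 0.0132 to 0.1495 and targets of p53 from 0.00323 to 0.1495. Cytosolic ribosomal proteins in the E4.5 ICM went from 0.0184 to 0.0671, and the other 23 lists there stayed under 0.05. At the late two-cell stage, cytosolic ribosomal proteins went from 0.0362 to 0.0991, markers of PrE from 0.0437 to 0.119 and late PrE genes from 0.0477 to 0.0664, and 4 of 7 lists stayed under 0.05. In morulae no list was under 0.05 in either fit, the lowest with the block being 0.1499. Differences between stages were not fitted with a block. The cause of these changes was not tested.

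Morula libraries held the fewest counts, 9457942 to 12382688 each, with 2 libraries per group. Thinning to their mean total lowered the number of genes tested from 15840 to 14363 in the E4.5 ICM and from 15511 to 13393 in 2iES cells, so this depth limits which weakly expressed genes are tested. The thinned libraries still gave 1967 downregulated and 1789 upregulated genes in the ICM and 2229 and 1939 in 2iES cells.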

Differences from the paper's values

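No test in this part was chosen after its result was seen. In morulae, 27 genes were downregulated against the paper's 44 in its Supplementary Table 3, and 21 were upregulated against the paper's 43. Of the alternatives set before the data were examined, DESeq2 (51) and upper-quartile scaling (31) gave numbers of downregulated genes within 1.5 times the paper's, and DESeq2 (38) and library totals only (34) numbers of upregulated genes within it. The other alternatives did not, for downregulated genes at 27 without the fold change threshold and with the mean FPKM taken over all libraries, 28 without the FPKM threshold, 76 with library totals only, 139 without a count filter and also with the replicate block, 7 with the test against a fold change of 1.5 and 96 with all 18 libraries in 1 fit. For upregulated genes they gave 20 with the mean FPKM taken over all libraries and also with upper-quartile scaling, 21 without the FPKM threshold, 22 without the fold change threshold, 106 without a count filter, 10 with the test against a fold change of 1.5, 105 with the replicate block and 120 with all 18 libraries. Of the paper's genes, 24 of the 44 and 18 of the 43 were called here, and 33 and 30 with DESeq2.

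The paper states that *Sox17* and *Sox7* did not change significantly in the E4.5 ICM. Their adjusted p-values here were 0.0028 (log2 fold change -0.11) and 3.70e-09 (log2 fold change -0.44) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and neither passed the fold change threshold of 2, so neither was called. With library totals as the only scaling, the adjusted p-value of *Sox17* was 0.183.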

Other observations

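In this part, the tests of thinned counts and of other splits of the libraries were set before their results were seen, and the tests of replicate spread, of the pooling of replicates and of the share of EPI cells were chosen only after.

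Few genes were called in morulae, and fewer counts and replicates are argued against as the whole cause. When the late two-cell libraries were thinned to 11066210 counts with 2 libraries per group, the 9 choices of libraries gave 459 to 541 downregulated and 30 to 87 upregulated genes. A larger spread between replicates is argued against as well, since the biological coefficient of variation was 0.213 in morulae and 0.284 at the late two-cell stage. An interaction term over 19860 genes gave 587 genes lower and 41 higher at the late two-cell stage than in morulae. A smaller effect of GABPA loss may be a candidate explanation, and the length and start of the treatment also differ.

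Of the 10 splits of the 6 late two-cell libraries into groups of 3, 1, the real one, gave 716 called genes, and the other 9 gave 0, with 345 to 745 genes at an unadjusted p-value under 0.05 against 3705 in the real one. The smallest share such a design can give is 1 of 10, so it does not exclude chance at the 5% level.

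The E4.5 ICM replicates lay closer together than those of the other stages, with ratios of observed to sampling variance of 1.625 with DMSO and 1.69 with dTAG13, against 16.1 and 2.86 in 2iES cells, 13.3 and 8.20 in morulae and 12.6 to 16.2 at the late two-cell stage. The paper's legend of Fig. 4 describes independent biological replicates, and the sample labels do not say how the cells were drawn. By the values alone, replicates drawn from 1 pool of cells cannot be told apart from a more uniform sample, since both give a low ratio. The adjusted p-values at this stage could be too small if the replicates came from 1 pool.

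A lower share of EPI cells in the treated ICM as the whole cause of the fall of EPI genes is argued against, since 17 EPI genes were higher with an adjusted p-value under 0.05. *Dppa3* rose from 1532 to 5813 FPKM, although 29.6% of its sequence is shared with other genes. Among 10 EPI markers with a mean FPKM of at least 100, the log2 fold change ranged from -1.86 (*Dppa4*) to 1.87 (*Dppa3*). The paper sampled at 100 hpf because the number of EPI cells did not yet differ between DMSO and dTAG13 then. That count argues against a clearly lower share. Cells of the sequenced samples were not counted here, so a slightly lower share stays open.

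Genes bound at one stage were followed at the others. Genes bound and downregulated at the late two-cell stage had medians of -1.03 in the E4.5 ICM and -1.49 in 2iES cells, and genes there without binding -0.23 in morulae, -0.88 in the ICM and -0.99 in 2iES cells. Genes bound and downregulated in the ICM had medians of -0.60 at the late two-cell stage, -0.35 in morulae and -1.68 in 2iES cells, and those without binding 0.02, -0.17 and -0.92. Both tables marked 219 genes as bound. Between the late two-cell stage and 2iES cells, 2459 genes were lower and 1837 higher at the late two-cell stage over 20798 genes.

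Other lists gave the following medians, which no single library moved by more than 1.5 times. Genes of ribosome biogenesis were at -0.40 in the E4.5 ICM and -0.715 in 2iES cells. In the ICM, markers of EPI were at -1.27, with 21 of 23 lower, and markers of PrE at 0.81, with 17 of 20 higher. The paper's EPI list holds 12 of the EPI markers and its PrE list 17 of the PrE markers.

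Within the E4.5 ICM, early and late parts had medians of -0.44 and -0.41 for ICM, 0.49 and 0.99 for TE, -0.84 and -1.52 for EPI and 0.43 and 0.57 for PrE genes.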
